# Haploinsufficiency of the lysosomal sialidase *NEU1* results in a model of pleomorphic rhabdomyosarcoma in mice

**DOI:** 10.1038/s42003-022-03968-8

**Published:** 2022-09-20

**Authors:** Eda R. Machado, Diantha van de Vlekkert, Heather S. Sheppard, Scott Perry, Susanna M. Downing, Jonathan Laxton, Richard Ashmun, David B. Finkelstein, Geoffrey A. Neale, Huimin Hu, Frank C. Harwood, Selene C. Koo, Gerard C. Grosveld, Alessandra d’Azzo

**Keywords:** Cancer models, Cancer genetics

## Abstract

Rhabdomyosarcoma, the most common pediatric sarcoma, has no effective treatment for the pleomorphic subtype. Still, what triggers transformation into this aggressive phenotype remains poorly understood. Here we used *Ptch1*^*+/−*^*/ETV7*^*TG/+/−*^ mice with enhanced incidence of rhabdomyosarcoma to generate a model of pleomorphic rhabdomyosarcoma driven by haploinsufficiency of the lysosomal sialidase neuraminidase 1. These tumors share mostly features of embryonal and some of alveolar rhabdomyosarcoma. Mechanistically, we show that the transforming pathway is increased lysosomal exocytosis downstream of reduced neuraminidase 1, exemplified by the redistribution of the lysosomal associated membrane protein 1 at the plasma membrane of tumor and stromal cells. Here we exploit this unique feature for single cell analysis and define heterogeneous populations of exocytic, only partially differentiated cells that force tumors to pleomorphism and promote a fibrotic microenvironment. These data together with the identification of an adipogenic signature shared by human rhabdomyosarcoma, and likely fueling the tumor’s metabolism, make this model of pleomorphic rhabdomyosarcoma ideal for diagnostic and therapeutic studies.

## Abstract (web summary)

A mouse model of pleomorphic rhabdomyosarcoma, an aggressive and treatment-resistant form of pediatric sarcoma, provides an ideal tool for future diagnostic and therapeutic studies.

## Introduction

Genetic, epigenetic, and environmental cues shape molecularly distinct subpopulations of cells in an evolving solid tumor^1,2^. This intratumoral heterogeneity is a likely prelude to chemotherapy resistance and metastases. Rhabdomyosarcoma (RMS) is the most common pediatric soft tissue sarcoma with poor outcomes for high-risk patients^3^. Although it usually displays myogenic features, RMS can originate from both myogenic and non-myogenic progenitor cells, which explains, at least in part, its different sites of occurrence (e.g., limbs, chest, head and neck, and retroperitoneum)^4^. Generally, these tumors are classified into two major histological subtypes: (1) ERMS (embryonal RMS) (~60%) has a mostly favorable outcome, which decreases to only 40% overall survival when metastatic; (2) ARMS (alveolar RMS) (~20%) is the aggressive form associated with early metastatic dissemination and poor prognosis^4^. More than 80% of ARMS are defined by two chromosome translocations, involving *PAX3/7* and *FOXO1*^4,5^. Both ERMS and the rare pleomorphic RMS subtypes lack these chromosome translocations and develop into genetically more complex tumors, frequently showing inactivation of the p53 pathway and/or another oncogenic driver mutations^6–12^. These tumors express both developmentally early myogenic markers (e.g., PAX3/7, MyoD, and Myogenin) and markers of terminal differentiation (e.g., Desmin and SMA)^13–15^. Although several mouse models of ERMS have been reported^16–18^, none addressed the molecular and cellular events that drive RMS into a pleomorphic state, which therefore remains poorly understood.

We have shown earlier that haploinsufficiency of the gene encoding the lysosomal sialidase *Neu1* in *Arf*^*–/–*^ mice rendered different types of sarcomas more aggressive^19^. NEU1 hydrolyzes terminal sialic acids from sialylated glycoproteins, changing their biochemical properties and affecting downstream pathways^20,21^. One of these pathways is lysosomal exocytosis which NEU1 negatively regulates by cleaving the sialic acids of LAMP1. This lysosomal membrane protein is responsible for docking lysosomes at the plasma membrane (PM) of cells, prior to their fusion with the PM^22–24^. Low NEU1 activity increases the number of lysosomes, decorated with a long-lived, sialylated LAMP1, that dock at the PM. This ultimately results in excessive lysosomal exocytosis with deleterious consequences for the integrity of PMs and the extracellular matrix (ECM)^19,22,24^. The common readouts of this aberrant process in cells are increased activity of lysosomal enzymes (e.g., β-hexosaminidase) extracellularly and relocation of LAMP1 to the PM^22,25^.

Dysregulated lysosomal exocytosis is the basis of disease pathogenesis in *Neu1*^*−/−*^ mice, a model of the lysosomal storage disease sialidosis^20,22,26,27^. Relevant to these studies is the muscle connective tissue phenotype in *Neu1*^*–/–*^ mice that undergo a precancerous transformation, leading to expansion of the tissue via increased proliferation and generalized fibrosis^26,27^. *Neu1* deficient fibroblasts behave as myofibroblasts/mesenchymal cells, being simultaneously proliferative and migratory/invasive. They show increased exocytosis of soluble proteolytic enzymes and exosomes, which together remodel the ECM and propagate the fibrotic disease^26^. We found that this pathogenic cascade accelerated the occurrence of several types of sarcomas in *Neu1*^*+/−*^*/Arf*^*−/−*^ mice and transformed these tumors into an aggressive and chemo-resistant phenotype^19^. We sought to explore these Neu1-mediated phenomena in a mouse model of RMS.

The *Patched1* (*Ptch1)*^*+/−*^ mouse, a model of medulloblastoma, also develops ERMS-like tumors at low incidence^9,28,29^. These tumors are driven by activation of the Shh pathway^9,28,30^, which is normally kept inactive by binding of the Ptch1 receptor to Smo (smoothened)^29,31^. Reduced Ptch1 expression frees Smo, which then hyperactivates Gli transcription factors, triggering growth and proliferation. Crossing the *Ptch1*^*+/−*^ mice with a transgenic mouse line (*ETV7*^*TG+/−*^) expressing human ETV7 increased the incidence and penetrance of ERMS and hematopoietic malignancy^32,33^. ETV7, an ETS transcription factor^34^, promotes the assembly of a novel rapamycin-resistant mTOR complex, mTORC3, by directly binding to mTOR^32^. ETV7 is differentially expressed in all human RMS, and mTORC3 increases the proliferation of several human ERMS cell lines. Furthermore, it was shown that the higher incidence of RMS in *Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ mice is driven by mTORC3^32^.

Here, we show that reducing Neu1 expression in the *Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ model changes RMS tumors into a pleomorphic state. These tumors have increased cell heterogeneity, a distinctly fibrotic microenvironment, and share features with both human ERMS and ARMS. We found that deregulated lysosomal exocytosis downstream of low Neu1 is the underlying pathway driving transformation in these tumors, which are also fueled by an adipogenic signature. Thus, *Neu1*^*+/−*^*/Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ mice are a model of human pleomorphic RMS and may represent a powerful means for diagnostic and therapeutic studies of these aggressive and incurable tumors.

## Results

### *Neu1* haploinsufficiency promotes the development of poorly differentiated RMS in the *Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ mouse model

In *Neu1*^*+/−*^/*Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ (NPE) mice, low *Neu1* RNA and protein expression (Supplementary Fig. 1a, b) was sufficient to increase the incidence of RMS to 62%, as compared to 54% in the *Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ (PE) mice and only 8% in the *Ptch1*^*+/−*^ mice in 2 years (Fig. 1a). RMS was diagnosed based on morphology and immune reactivity to the myogenic regulatory factors (Mrfs) MyoD and Myogenin, and the muscle-specific type III intermediate filament desmin (Des) (Supplementary Fig. 1c–e)^35^. The survival rate of both NPE and PE mice was comparable but significantly lower than that of *Ptch1*^*+/−*^ mice (Fig. 1b). All RMS tumors in NPE and PE models developed in either the extremities or the trunk, reflecting the location of human ARMS and pleomorphic RMS with poor prognosis and short survival^4^ (Fig. 1c). Within the cohort of mice with RMS tumors 4/35 (11.4%) NPE and 1/23 (4.3%) PE mice also developed secondary growths (Fig. 1a, c), a finding that may indicate metastatic spread, although without additional genomic analysis we cannot exclude that these tumors are synchronous rather than metachronous. We next established that *ETV7* was expressed in both NPE and PE tumors, as compared to *Neu1*^*+/−*^/*Ptch1*^*+/−*^ (NP) controls (Fig. 1d). We also confirmed that ETV7 expression in both models supported the assembly of mTORC3, as shown by two-way co-immunoprecipitation of ETV7 and mTOR (Fig. 1e, f and Supplementary Fig. 2a, b). In addition, the PP2Ac and phospho-4E-BP1^Thr37/46^components of mTORC3, also co-immunoprecipitated with mTOR and ETV7 (Fig. 1f and Supplementary Fig. 2b), further supporting the presence of the complex. These results suggest that the rapid growth of RMS in NPE and PE mice is driven in part by mTORC3 activity, although we cannot exclude the possible contribution of *Neu1* heterozygosity, giving these tumors an additional proliferative advantage.

**Fig. 1:**
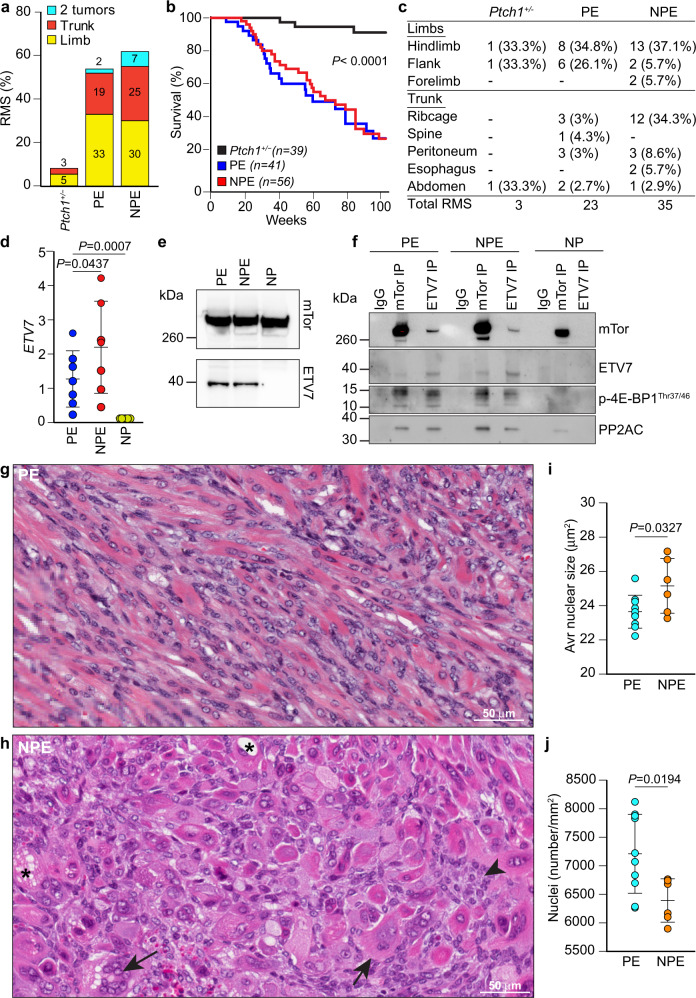
Undifferentiated RMS arises in NPE mice. **a** Percentages of RMS types developed by *Ptch1*^*+/−*^, PE, and NPE mice. **b** Percent survival of *Ptch1*^*+/−*^, PE, and NPE mice. *P* calculated with log-rank test for trend. **c** Location, number and percentage of RMS developed in *Ptch1*^*+/−*^, PE, and NPE mice. **d** *ETV7* mRNA expression in PE and NPE tumors. NP: *Neu1*^*+/−*^/*Ptch1*^*+/−*^ tumors were used as control. Mean ± s.d.; One-way ANOVA *t*-test; *n* = 7 biologically independent tumors. **e** Western blot of mTOR and ETV7 in PE, NPE, and NP tumors. **f** Two-way co-immunoprecipitation of mTOR and ETV7 and co-immunoprecipitation of mTOR and ETV7 with mTORC3 components, PP2Ac and phospho-4E-BP1^Thr37/46^, in PE and NPE tumors. NP tumors were used as control. **g**, **h** Morphological characteristics of PE (**g**) and NPE (**h**) tumors by H&E staining. Arrow—large abnormal and multinucleated cancer cells; Arrowhead—undifferentiated small cancer cells; asterisk—cytoplasmic vacuolation consistent with accumulation of neutral lipids. Scale bar: 50 µm. **i**, **j** Quantification of the size of nuclei (**i**) and quantification of number of nuclei (**j**) in tumor sections of NPE and PE mice. Mean ± s.d.; Student’s (unpaired) *t*-test; PE: *n* = 10 and NPE: *n* = 6 biologically independent tumors.

What distinguished NPE from PE tumors was their histopathological appearance. RMS in the NPE model showed pronounced cellular heterogeneity, associated with the presence of numerous undifferentiated, anaplastic foci, rich in pleomorphic and rhabdoid cells, as compared with the more differentiated morphology of PE RMS (Fig. 1g, h, Supplementary Fig. 1c, d). These pleomorphic foci were populated with intertwining bundles of tumor cells of abnormal size and shape (Fig. 1h arrows), and small undifferentiated tumor cells (Fig. 1h arrowhead). An algorithm designed to quantify nuclear morphometry in tumor H&E sections revealed an increased number of aberrantly large, multinucleated cells with atypical mitotic figures, predominantly in NPE tumors (Fig. 1i). Because of the very large size of most of the nuclei in the NPE tumors, their total number per annotated area was lower than that in PE tumors (Fig. 1j). Instead, other typical RMS features were common to both NPE and PE tumors, including spindle-shaped cells, round rhabdomyoblasts, cross-striated mature skeletal myocytes and myofibers (Fig. 1g, h), as well as expression of MyoD, Myogenin, and Desmin (Supplementary Fig. 1e)^35^. Together, these results suggest that *Neu1* haploinsufficiency superimposed on the spontaneously occurring PE tumors changes the overall morphology and differentiation status of RMS.

### Neu1-mediated pleomorphism is associated with neoplastic fibrosis

In general, aggressive/invasive tumors undergo active remodeling of their ECM, which creates a fibrotic microenvironment that facilitates metastatic spread and promotes drug resistance^36^. To assess the extent of collagen deposition and ECM remodeling, Masson’s trichrome staining identified extensive areas of collagenous connective tissue that were much more prominent in the NPE (blue) than in PE tumors, particularly at invasive fronts and pleomorphic foci (Fig. 2a, b). A similar increase in connective tissue was observed in Masson’s trichrome-stained human tissue microarrays (TMAs) from several RMS patients (ERMS *n* = 16, ARMS *n* = 17, and spindle cell/sclerosing RMS *n* = 3), where 50% of all TMA cores had more than 9% of the total area as collagenous material, with an average of 28.7% in ERMS, 9.7% in ARMS, and 23.3% in spindle cell/sclerosing RMS, although the latter only comprised three samples (Fig. 2c and Supplementary Fig. 3a). In addition, we observed a substantial number of cells that showed intracytoplasmic collagen as well, with an average of 12.8% in ERMS, 8.5% in ARMS, and 13.7% in spindle cell/sclerosing RMS (Supplementary Fig. 3b). Quantification of the staining of the mouse tumors revealed a significant increase of connective tissue in the NPE tumors compared to PE tumors, underscoring their more aggressive nature (Fig. 2d). Similar to what is seen in human RMS tumors, subpopulations of NPE cells also showed quantifiable intracytoplasmic collagen (Fig. 2e and Supplementary Fig. 3b), indicating their cell-autonomous capacity to deposit ECM, like that of myofibroblasts during fibrosis^26,36^. The latter was further confirmed by the significant upregulation of *Col1a2* and *Col4a1* expression in NPE versus PE RMS (Fig. 2f, g). These combined observations were not seen in normal muscle tissue of these mice (Supplementary Fig. 3c–e), emphasizing that the connective tissue deposition observed in the NPE RMS tumors was caused by the combination of reduced activity of Neu1 within tumor cells and stroma. Thus, reduced Neu1 expression promotes pleomorphism and transforms the tumor stroma into a desmoplastic, fibrotic state.

**Fig. 2:**
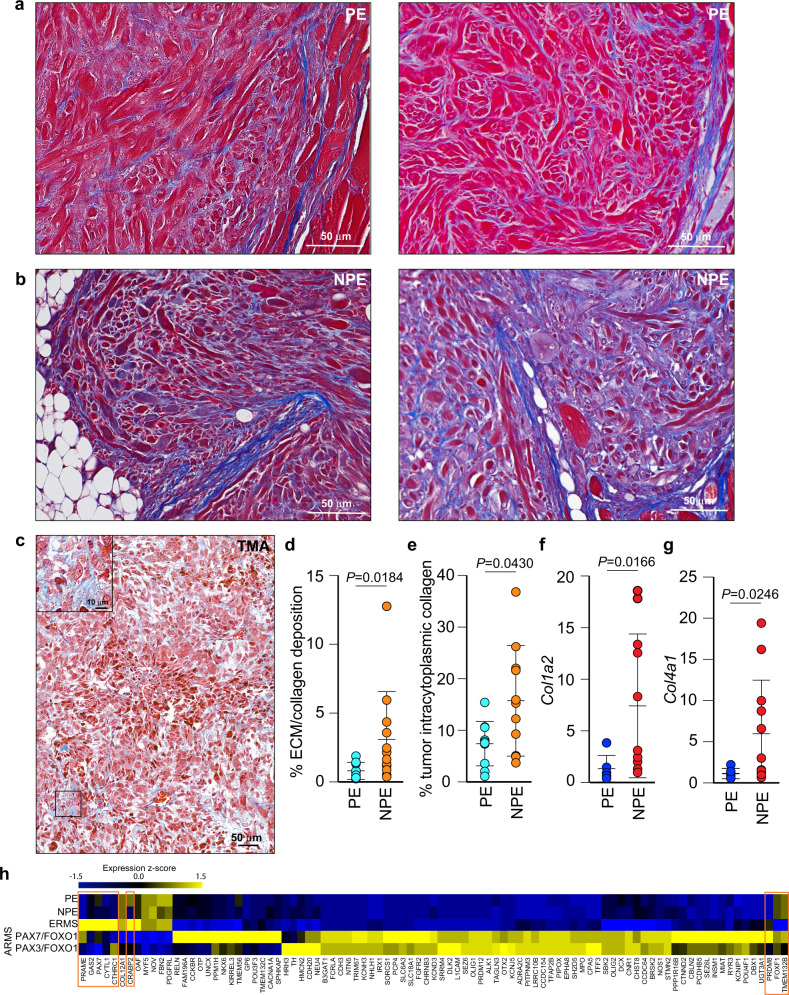
Pleomorphism is associated with fibrosis and murine RMS resembles human RMS. **a**, **b** Masson’s Trichrome staining of PE RMS (**a**) and NPE (**b**) RMS depicting ECM/collagenous material in blue and cell cytoplasm in red. Scale bar: 50 µm. **c** Representative micrograph of one core of human RMS TMAs (*n* = 36 biologically independent samples) stained with Masson’s Trichrome. Scale bar: 50 µm, inset scale bar: 10 µm. **d** Quantification of ECM/collagen deposition in PE and NPE RMS; Mean ± s.d.; Mann–Whitney (unpaired) *t*-test; PE: *n* = 9 and NPE: *n* = 12 biologically independent tumors. **e** Quantification of tumor intracytoplasmic collagen from PE and NPE RMS; Mean ± s.d.; Mann–Whitney (unpaired) test; PE: *n* = 10 and NPE: *n* = 11 biologically independent tumors. **f** PE and NPE *Col1a2* mRNA expression relative to PE. Mean ± s.d.; Welch (unpaired) *t*-test; PE: *n* = 6 and NPE: *n* = 11 biologically independent tumors. **g** PE and NPE *Col4a1* mRNA expression relative to PE. Mean ± s.d.; Welch (unpaired) *t*-test; PE: *n* = 6 and NPE: *n* = 12 biologically independent tumors. **h** Heatmap of gene expression comparison between murine and human RMS. The nine genes that correlated between murine RMS and ARMS are boxed in orange. Pearson’s correlation was performed on 91 genes analyzed.

### *Neu1*^*+/−*^*/Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ mice share molecular characteristics of human ARMS and ERMS

We next compared the gene expression profiles of NPE and PE tumors with RNA-seq data from human ERMS and ARMS available from the St Jude Pediatric Cancer Genome Project (PCGP). As shown in the heatmap (Fig. 2h), the pool of human genes that could be analyzed and compared were 91 genes from different platforms (murine microarray and Pediatric Cancer Genome Project (PCGP) RNAseq) that passed the principal component analysis (PCA), quality control, and significant Pearson correlation criteria. This comparative analysis showed no significant differences between human RMS and our NPE and PE tumors. Within this geneset, the highest positive correlation was found between the expression profiles of NPE (*r* = 0.71) and PE (*r* = 0.72) tumors with human ERMS that comprise the most genetically heterogeneous subtypes^4^ (Fig. 2h). Although no significant differences at the transcriptional levels were observed between NPE or PE tumors compared to human RMS, our data support the notion that *Neu1* haploinsufficiency in the NPE model promotes the development of a more poorly differentiated phenotype, as demonstrated by their histologically pleomorphic appearance. 

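The murine values behind this comparison are log2 RMA signals of 14 NPE and 7 PE tumors on Clariom S Mouse arrays. The human data were not used here, and the sources used here do not name the tumors that the PCA removed, so all 21 tumors were kept. The mean of each group was ranked among 19505 genes and divided into 10 deciles. The paper's comparison used 91 genes. Of the 50 genes named in Supplementary Data 2, which alone were taken here, 47 were measured. Their decile was the same in NPE and PE tumors for 37 genes, 1 apart for 9 genes and further apart for 1. That gene was Fbn2, in decile 7 in NPE and decile 9 in PE tumors. Its log2 signal was 6.56 ± 0.62 (s.d., n = 14) in NPE and 7.32 ± 0.85 (s.d., n = 7) in PE tumors, a log2 fold change of -0.76 (standard error 0.30, adjusted p = 0.526 from limma). Across these 47 genes, which are not independent replicates, the deciles of the NPE and PE means correlated at r = 0.96. Across all 19505 genes the means themselves correlated at r = 0.994, so a high correlation is not particular to these genes. None of the 47 genes differed between NPE and PE tumors at an adjusted p of 0.05 from limma, and 3 did at an unadjusted p of 0.05. The number of arrays limits the precision of each group mean.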

Enrichment analysis of NPE/PE and ERMS correlative genes identified pathways involved in metabolism, cell signaling, and differentiation (Supplementary Fig. 4a, b, Supplementary Data 2). This analysis also distinguished two small clusters of genes in NPE and PE tumors that correlated with the expression signatures of *PAX3*-*FOXO1* ARMS (*r* = 0.67 and *r* = 0.68, respectively) and *PAX7*-*FOXO1* ARMS (*r* = 0.65 and *r* = 0.66, respectively) (Fig. 2h, orange boxes). These clusters included *PAX7* and *CTHRC1* (collagen triple helix repeat containing 1), which encode proteins involved in cell differentiation and tissue remodeling. Together, this comparison highlights the genetic resemblance between the murine NPE and PE tumors with human RMS, in particular with the ERMS subtype.

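On the murine arrays, Pax7 was in decile 6 in NPE and decile 7 in PE tumors. Cthrc1 was in decile 6 in both. The log2 signal of Cthrc1 was 5.87 ± 1.01 (s.d., n = 14) in NPE and 5.83 ± 0.50 (s.d., n = 7) in PE tumors, a difference of 0.05 (standard error 0.38, adjusted p = 0.985 from limma) that is smaller than the spread between tumors. It was -0.13 with the mean of the Y-linked genes, which mark male mice, as a covariate, -0.22 with the ranges of the title numbers of the tumors, treated as possible batches, as a block and -0.42 among tumors with numbers 28 to 35. With single tumors left out it ran from -0.13 to 0.17.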

### Low NEU1 expression correlates with plasma membrane redistribution of LAMP1 and increased lysosomal exocytosis

To assess the molecular events that might contribute to the aberrant histopathology and fibrotic state of NPE tumors, we focused on exacerbated lysosomal exocytosis. Testable readouts of this dysregulated process are an accumulation of a long-lived, sialylated LAMP1 due to low NEU1 activity, and LAMP1 redistribution at the cell surface^22,25^. We exploited both these parameters to measure the expression levels of LAMP1 as well as the fraction of this protein at the cell surface in human TMAs from several RMS patients. Matched immunostained tissue cores from RMS patients showed that very low expression of NEU1 was accompanied by an overall increase in LAMP1 (Fig. 3a, Supplementary Fig. 5a, b). Using a membrane immunoreactivity computer learning algorithm applied to TMA cores, we quantified LAMP1 positive staining at the cell membrane (LAMP1^PMpos^) (Fig. 3b–d). We found that in most RMS samples, independent of their subtype, low NEU1 expression correlated with increased LAMP1 at the cell surface (Fig. 3d), a potential indicator of the cells’ enhanced exocytic activity. Additionally, analysis of LAMP1 immunoreactivity in each TMA via a density heatmap identified areas of dense immunoreactivity for LAMP1 that mostly coincided with tumor-stromal borders and areas of pleomorphism (Fig. 3b, c). This patchy LAMP1 positive staining also highlighted the extent of cell heterogeneity within each RMS sample (Fig. 3c).

**Fig. 3:**
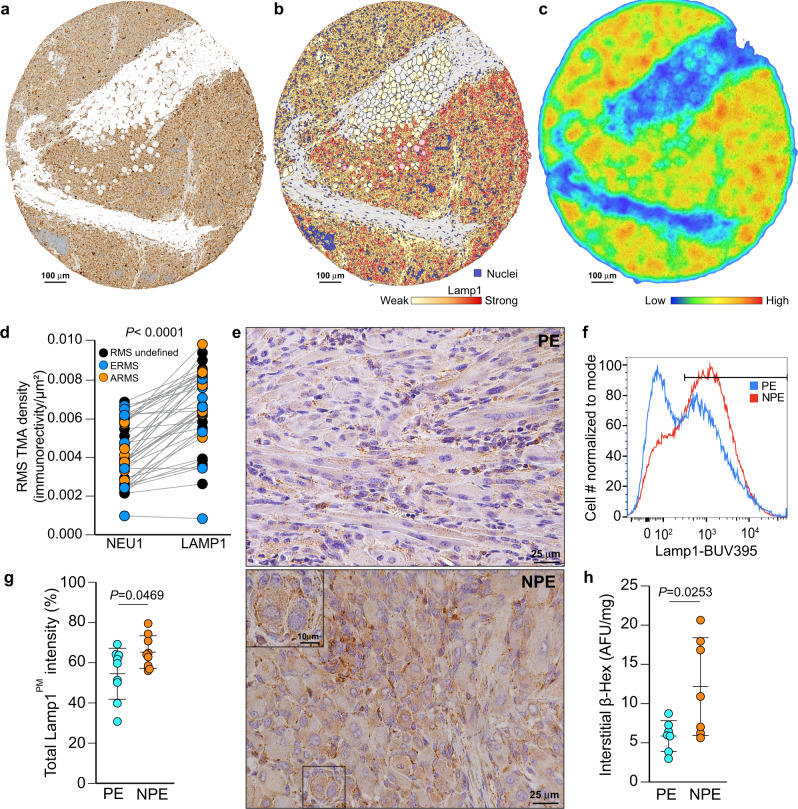
LAMP1 redistribution at the plasma membrane is a readout for increased lysosomal exocytosis downstream of low NEU1 expression. **a** Representative core of human RMS TMAs immunostained for LAMP1. Scale bar: 100 µm. **b** Density map of algorithm applied to a LAMP1-stained core showing LAMP1^PM^ minimal and maximum density and location. Scale bar: 100 µm. **c** Heatmap representing the intensity of LAMP1^PM^ staining of the core shown in a. Scale bar: 100 µm. **d** Correlation between low NEU1 and high LAMP1^PM^ immunoreactivity in paired cores of human RMS TMAs. Two TMAs were used; Paired *t-*test; *n* = 41 biologically independent samples. **e** Representative micrographs of increased Lamp1 immunostaining in NPE compared with PE RMS. Punctuated lysosomal staining, typical for Lamp1. Scale bar: 25 µm, inset scale bar: 10 µm. **f** Flow cytometry histogram showing higher Lamp1^PMpos^ expression in cells in NPE RMS versus PE RMS. **g** Increased Lamp1^PM^ intensity quantified by flow cytometry in NPE versus PE RMS. Mean ± s.d.; Paired *t-*test; *n* = 9 biologically independent tumors. **h** Increased β-hexosaminidase activity in the interstitial fluid from NPE versus PE RMS. Mean ± s.d.; Student’s (unpaired) *t*-test; *n* = 7 biologically independent tumors.

Increased LAMP1 levels in human RMS were paralleled by a similarly altered expression pattern of this protein in NPE compared with PE RMS (Fig. 3e). To assess how many mouse tumor cells had increased Lamp1^PMpos^, as a proxy for enhanced lysosomal exocytosis, we performed flow cytometric analysis of non-permeabilized NPE and PE dissociated tumor cells (Fig. 3f, g). This identified a population of NPE tumor cells with high Lamp1^PMpos^, which was distinct from that in PE tumors (Fig. 3f, g). To prove that NPE RMS had increased lysosomal exocytosis, interstitial fluids from both NPE and PE tumors were assayed for the lysosomal enzyme β-hexosaminidase^22,37^. Significantly higher activity of β-hexosaminidase was measured in the interstitial fluid of several NPE RMS compared with PE samples (Fig. 3h), confirming that NPE tumors were more exocytic.

### Single-cell multiplex flow cytometry underscores the complex cell heterogeneity in *Neu1*^*+/−*^*/Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ tumors

Based on the combined features of increased Lamp1^PMpos^, lysosomal exocytosis, and pleomorphism in limb and trunk NPE compared with PE RMS, we designed a multiplex high parameter flow cytometry strategy that evaluated Lamp1^PMpos^ cells separately from Lamp1^PMneg^ cells within three main cell populations: cancer, stroma, and hematopoietic cells (Fig. 4a). Protein expression data were generated by using Lamp1^PM^ in combination with markers selective for each cell population^35,38–50^, followed by tSNE analysis. The distribution and density of cells in limb and trunk RMS from NPE and PE mice highlighted the extent of cell heterogeneity (Fig. 4b). To uncover distinct cell populations within each tumor sample, we narrowed the tSNE analysis to tumor and stromal cells by excluding hematopoietic cells, using CD45 (Supplementary Fig. 6). Several discrete cell clusters were identified, which differed not only between NPE and PE RMS, independently of their CD45 status, but also between limb and trunk tumors (Fig. 4c). This may be linked to the cell of origin that supports the development of trunk versus limb tumors, but a more comprehensive investigation would be necessary to confirm these differences.

**Fig. 4:**
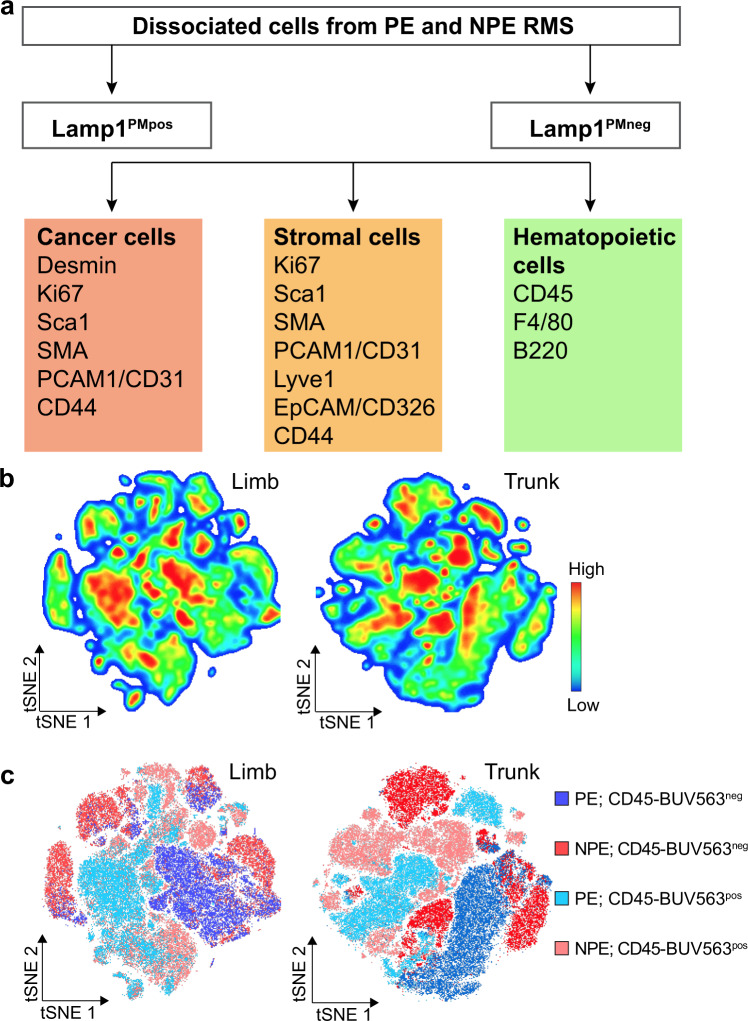
Single-cell multiplex flow cytometry analysis identifies murine RMS cell heterogeneity. **a** Flow chart of multiplex flow cytometry analysis used to identify different cell populations in NPE and PE RMS. **b** tSNE density heatmaps of limb and trunk RMS from PE and NPE mice depicting areas of low and high cell number, based on the expression of the different markers (in **a**). **c** tSNE graphs of limb and trunk RMS from PE and NPE mice indicating the distribution of CD45^neg^ and CD45^pos^ cells.

### Lamp1 at the plasma membrane marks highly exocytic and undifferentiated cell populations in *Neu1*^*+/−*^*/Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ tumors

tSNE analyses of the selected CD45^neg^ cell populations in limb and trunk tumors of both NPE and PE mice (Fig. 4b, c) again revealed distinct cell density and distribution (Fig. 5a, b). These cell populations were further analyzed by using Lamp1^PM^ expression in combination with a set of canonical markers distinct for cancer and stromal cells (i.e., desmin, Ki67, Sca1, Sma, Pcam1, CD44, Lyve1, and EpCam) (Fig. 5c–h). This allowed for the annotation of 26 and 22 different cell clusters in limb and trunk tumors, respectively (numbered in Fig. 5c–h). Within the annotated populations, the total percentage of Lamp1^PMpos^ exocytic cells was 45.95% in limb (cell clusters 1–12) and 11.14% in trunk (cell clusters 1–10) RMS (Fig. 5e–h). In both limb and trunk RMS a clearly larger percentage of Lamp1^PMpos^ cells was detected in NPE (cluster 1–12) than in PE (cell clusters 1–10) tumors (Fig. 5e, f). Most importantly, the majority of Lamp1^PMpos^ cells showed pleomorphic features (cell clusters 1–6) and expressed simultaneously the terminal (myo)differentiation marker desmin and markers of progenitor or undifferentiated cells, such as Ki67 (proliferation), Sca1 (progenitor), Sma (smooth muscle actin/mesenchymal), Pcam1 and CD44 (endothelial), and Lyve1 (lymphatic endothelial) (Fig. 5c–f). These exocytic, pleomorphic subpopulations accounted for 21% and 15% of cancer cells in the limb and trunk (cell clusters 1–6), respectively, and were more abundant in NPE than PE RMS (Fig. 5e–h). The combination of pleomorphic and exocytic cells enriched in NPE tumors indicates that *Neu1* haploinsufficiency promotes the poorly differentiated state of the tumors, albeit an in-depth explanation of this phenomenon may require further investigation.

**Fig. 5:**
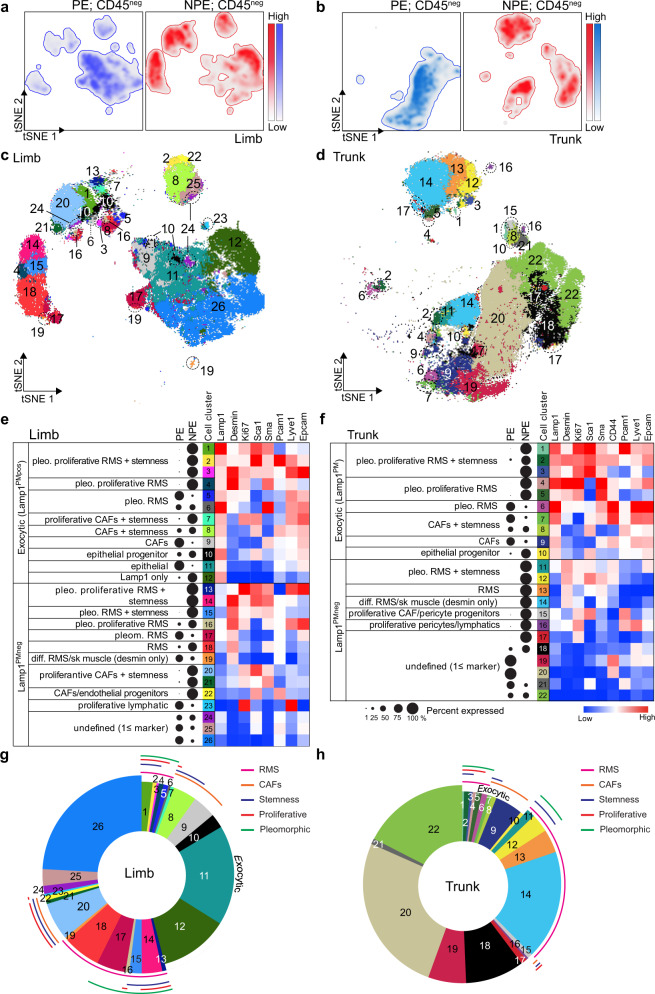
Lamp1^PMpos^ cells are enriched in exocytic undifferentiated NPE RMS. **a**, **b** tSNE graphs showing density and distribution of CD45^neg^ cells from limb (**a**) and trunk (**b**) RMS of PE (blue) and NPE (red) mice. **c**, **d** tSNE of single-cell analysis of limb (**c**) and trunk (**d**) representation of the distinct cell clusters identified in RMS (numbered and colored) with the markers used with CD45^neg^ cells from PE and NPE mice. **e**, **f** Annotated limb (**e**) and trunk (**f**) RMS CD45^neg^ exocytic Lamp1^PMpos^ and Lamp1^PMneg^ cell populations from PE and NPE mice. Bubble map indicates the percentages of cells from PE and NPE contributing to a cell cluster. Heatmap shows the signal intensity of expression of the different markers used. **g**, **h** Pie graph of CD45^neg^ cells from limb (**g**) and trunk (**h**) PE and NPE RMS showing the percentage of each cell cluster (numbered and colored matched).

Similarly, within the stromal CD45^neg^ and Des^neg^ cell populations, the majority of Lamp1^PMpos^ cells included cancer-associated fibroblasts (SMA) (cell cluster 7–9) and epithelial cells (cell clusters 10–11 in limb and 10 in trunk), but also expressed markers typical of myofibroblasts/mesenchymal cells, e.g., Ki67, Sca1, Sma, Pcam1, CD44, Lyve1, and EpCam (epithelial) (Fig. 5e–h). Again, these proliferative, exocytic stromal cells were mostly enriched in NPE limb (cell cluster 7) and trunk RMS (Fig. 5e–h). Curiously, a small percentage of endothelial cells with progenitor features (Pcam1^pos^, Sca1^pos^) was almost exclusively present in NPE tumors (cell cluster 22 in limb and 15 in trunk) (Fig. 5e–h). Expression levels of markers defining tumor and stromal cells were also assessed by tSNE heatmaps that demonstrated the higher signal intensity of some of the markers (Des, Sma, Sca, Pcam1, Lamp1, and Ki67), specifically in NPE RMS (Supplementary Fig. 7a, b). These tumors also contained a higher percentage of CD45^pos^ macrophages, T cells, and B cells, than PE tumors (Supplementary Fig. 7c–f), likely contributing to an inflammatory pro-tumorigenic microenvironment. However, a more detailed analysis of the immune infiltration would be required to tease out its function in these tumor models. These results, based on single-cell protein expression, suggest that in NPE tumors, not only cancer cells but also stromal cells are maintained in an intermediate state of transdifferentiation that could be the basis of their distinct pleomorphic phenotype.

### Pleomorphic *Neu1*^*+/–*^*/Ptch1*^*+/–*^*/ETV7*^*TG*^^*+/–*^ RMS develop an adipocytic metabolic signature

Although the cell composition of NPE and PE limb and trunk tumors was similar, there was a distinctly higher percentage of cell populations expressing specific combinations of markers in NPE vs PE tumors (Fig. 5e, f). 

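Total RNA of 14 NPE tumors, from Neu1+/−/Ptch1+/−/ETV7TG+/− mice, and 7 PE tumors, from Ptch1+/−/ETV7TG+/− mice, was hybridized to Clariom S Mouse arrays, 1 array per tumor. The values are log2 signals that the authors had summarized by RMA, which corrects the background, brings all arrays to the same distribution and combines the probes of a probe set. They were used without further scaling. The labels do not give the site of each tumor, so limb and trunk tumors were analyzed together. The labels also do not give the mouse or its sex. NPE and PE tumors were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over 22206 probe sets, which leave out the array controls. All tests were 2-sided. A gene symbol was known for 19572 of these probe sets. The median log2 signal of the arrays was 5.32 to 5.41 in NPE and 5.33 to 5.37 in PE tumors. The last number in the tumor titles, whose meaning is not stated, falls into 3 ranges. Numbers 1 to 10 hold 8 NPE tumors, numbers 18 to 23 hold 1 NPE and 5 PE tumors, and numbers 28 to 35 hold 5 NPE and 2 PE tumors. These ranges were treated as possible batches. In numbers 28 to 35, NPE tumors 7 and 8, NPE tumors 11 and 12, and PE tumors 6 and 7 were each most correlated with each other. The tumors of such a pair may not be independent. With the ranges as a block, the 8 NPE tumors of numbers 1 to 10 drop out of the comparison, since no PE tumor shares their range.
Neu1 was lower in NPE tumors, with a log2 signal of 6.36 ± 0.18 (s.d., n = 14) against 6.62 ± 0.19 (s.d., n = 7). This is a log2 fold change of -0.27 (standard error 0.09, adjusted p = 0.513 from limma). The signals ranged from 6.04 to 6.76 in NPE tumors and from 6.42 to 6.92 in PE tumors, and 11 of 14 NPE tumors were below every PE tumor. An exact permutation test of this gene alone, over all 116280 splits of the tumors, gave p = 0.00561. Whether the Neu1 probe set lies in the disrupted part of the gene is not known here, so this level is a limited check of the labels. Ptch1, heterozygous in both groups, had a log2 fold change of 0.21 (standard error 0.24, adjusted p = 0.854 from limma), which was 0.13 without NPE tumor 6, and its sign changed among the tumors with numbers 18 to 23. ETV7, a human transgene, was not analyzed here.

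**Figure D1:**
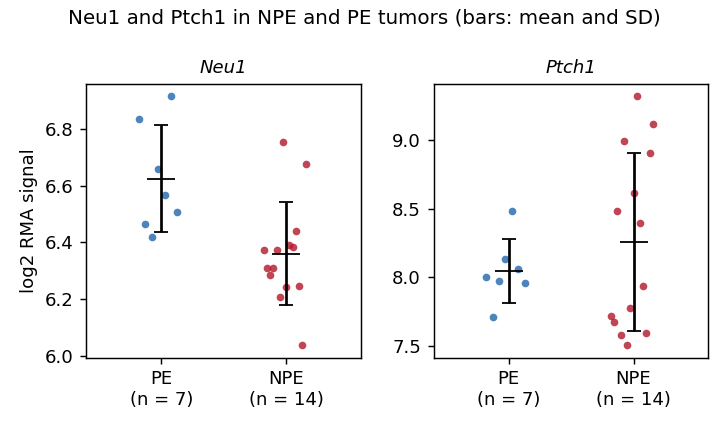
Log2 RMA signal of Neu1 (left) and Ptch1 (right) in each PE (n = 7) and NPE (n = 14) tumor, with the mean and s.d. of each group as bars. For Neu1, 11 of 14 NPE tumors lie below the lowest PE tumor, at 6.42.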

Taking the latter into account, we queried microarray data from individual NPE and PE limb and trunk RMS in search of distinct gene expression signatures that would add to their respective protein expression profiles and support pleiomorphism. 

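Of the 22206 probe sets, 1 was higher and 1 was lower in NPE tumors at an adjusted p of 0.05 from limma. This count rests on the setting. It was 5 higher and 9 lower with the number ranges as a block, and 149 and 206 among numbers 28 to 35, where there are 2 PE tumors. Those 2 resemble each other (r = 0.69) and may not be independent, so the counts in that range may be too large. The higher one in the comparison of all tumors was H2-Eb1. The lower one was Derl3, which encodes a protein of the endoplasmic reticulum membrane. Its log2 signal was 5.53 ± 0.26 (s.d., n = 14) in NPE and 6.42 ± 0.40 (s.d., n = 7) in PE tumors, a log2 fold change of -0.89 (standard error 0.14, adjusted p = 0.0188 from limma). In 13 of 14 NPE tumors Derl3 was below every PE tumor. Derl3 passed the threshold in 23 of 37 alternatives and no longer did when PE tumor 2, 3, 4, 6 or 7 was left out. Its log2 fold change stayed between -0.99 and -0.83 with single tumors left out. At an unadjusted p of 0.05, 900 probe sets were higher and 968 were lower. These 1868 are not more than chance can give, since 7 of 100 splits of the tumors into groups of 14 and 7, the real one included, gave as many. The next genes by p-value with a log2 fold change of at least 0.5 were Lrrc3b, Prrt1, Calhm5, Tspan13, Ptpn14, Npr3, H2-T23, Clip4, Speer4d, Map7d2, Gstm7, Car7, Aldh2 and Cd55b among the higher ones. Their log2 fold changes ran from 0.54 for Ptpn14 to 1.48 for Cd55b, with adjusted p-values from 0.256 to 0.369 from limma. Among the lower ones they were Cxcl2, Zfp827, Hyou1, Hsf2bp, Plagl1, B4galt5, Stra6, Igf1r, Car6, Mrc2, Tmem95, Strc, Pole and Crabp2. These ran from -1.13 for Plagl1 to -0.52 for Stra6, with adjusted p-values from 0.256 to 0.431 from limma. Hsf2bp was lower in 14 of 14 NPE tumors than in every PE tumor. Of the genes named here, H2-Eb1, Prrt1, H2-T23 and Hsf2bp lie within 10 Mb of Neu1, the disrupted gene. That window holds 435 of the 19505 genes. The paper crossed Neu1 mice of the FVB/NJ strain with mice of another background. Alleles linked to Neu1 may therefore contribute to the differences in these genes, which was not settled here.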

The microarray analysis allowed for the detailed identification of differentially expressed genes between NPE and PE tumors. 

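At the thresholds of Supplementary Data 3, a log2 fold change of at least 0.5 in size and an unadjusted p of at most 0.5, 468 of the 19572 probe sets with a gene symbol were higher and 260 were lower in NPE tumors. With the number ranges as a block the counts were 845 and 526, and among numbers 28 to 35, with 2 PE tumors, 1522 and 994. With array weights 138 were lower, and without NPE tumor 1 173 were. Without NPE tumors 1 and 2 122 were lower. The p threshold removed none of them, since every probe set with such a fold change had a smaller p. With the 58 probe sets that only Supplementary Data 3 names, the counts were 501 higher and 285 lower. Over all 22206 probe sets they were 507 and 287. At the same fold change and an unadjusted p of at most 0.05 from limma, 290 were higher and 178 lower. The methods' t-test gave 231 higher and 143 lower at that p, and 1 higher and 0 lower over all probe sets after Benjamini-Hochberg adjustment. All 778 probe sets of Supplementary Data 3 were found, and their group means differed from the paper's by at most 0.00339. The p-value listed there was within 5% of the methods' t-test for 777 of them, and it was above 0.05 for 380, of which 250 were listed as higher and 130 as lower. By limma, 499 of the 778 had an unadjusted p under 0.05 and 2 had an adjusted p under 0.05.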

The volcano plot and heatmap (Fig. 6a, Supplementary Fig. 8a) comprising a cohort of limb and trunk RMS showed that, compared with PE, NPE tumors had 491 upregulated and 287 downregulated genes (Fig. 6a, Supplementary Fig. 8a, Supplementary Data 3). Using Enrichr^51,52^, we found that most of the upregulated genes in NPE RMS belong to pathways of lipid metabolism, myogenesis, and epithelial-to-mesenchymal transition (EMT) (Supplementary Fig. 8b, Supplementary Data 4), whereas genes downregulated in NPE belong to the following pathways: matrix metalloproteinases, cytokine-cytokine receptor interaction, HIF-1 signaling pathway and lung fibrosis (Supplementary Fig. 8c, Supplementary Data 5). 

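The pathway collections used by the paper were not used here, and lists of genes written by hand stand for these pathways. The 25 lists were written before the array values were examined but after the paper's Supplementary Data 3 to 6, which come from the same tumors, had been read. Each was tested with camera in limma, which asks whether the genes of a list shift more than the other genes, at a preset correlation of 0.01 between genes. The camera p-values below hold only at that preset. With a correlation estimated from the data, no list passed an adjusted p of 0.05, and exact permutation tests of the mean of each list left no adjusted p under 0.05. Of 22 adipocyte genes measured, 22 were higher in NPE tumors, with a median log2 fold change of 1.05 (camera adjusted p = 8.68e-14, but 0.402 with the estimated correlation). None passed an adjusted p of 0.05 over all probe sets, and 4 did when adjusted over the list alone. The median was 0.29 among tumors with numbers 18 to 23, where there is 1 NPE tumor, and 1.15 among tumors with numbers 28 to 35. Without NPE tumors 1 and 2, which had the highest adipocyte means, it was 0.56. Of 14 fatty acid synthesis genes, 11 were higher (median 0.40, adjusted p = 0.00111 from camera and 0.463 with the estimated correlation), and the median was 0.25 without NPE tumor 1. Of 16 fatty acid oxidation genes, 15 were higher (median 0.24, adjusted p = 0.000246 from camera and 0.412 with the estimated correlation). Of 32 genes of mature skeletal muscle fibres, 23 were higher (median 0.33, adjusted p = 7.92e-05 from camera and 0.514 with the estimated correlation). This median was 0.18 without PE tumor 7 and 0.50 without NPE tumor 3, which had the lowest mean of these genes at -2.15. It was 0.90 with the number ranges as a block, 0.68 among numbers 18 to 23 and 0.86 among numbers 28 to 35. Of 19 myogenic regulator and embryonic muscle genes, 16 were lower (median -0.47, adjusted p = 0.000355 from camera and 0.474 with the estimated correlation). This median was 0.04 with the number ranges as a block and -0.23 without NPE tumor 3, the lowest of all tumors, with a mean of -2.52. The 19 EMT and invasion genes had a median of 0.11 (adjusted p = 0.190 from camera), which was 0.02 without NPE tumor 3. Among the lists for the lower genes, 9 of 18 matrix metalloproteinase genes were lower, with a median of 0.00, a mean of -0.31 and an adjusted p of 0.601 from camera, whose direction was down. The 6 genes that Supplementary Data 5 names for matrix metalloproteinases were all lower (median -1.18), as were its 6 genes measured for lung fibrosis (median -0.72) and its 4 for HIF-1 survival signaling (median -0.76). The paper chose these on the same tumors for being lower, so they are not independent evidence. Of 24 glycolysis and HIF-1 target genes, 20 were lower (median -0.33, adjusted p = 2.73e-05 from camera and 0.412 with the estimated correlation), but the median was 0.11 among numbers 28 to 35. Of 30 cytokine and chemokine genes, 23 were lower (median -0.12, adjusted p = 0.00147 from camera and 0.402 with the estimated correlation), and 1 was lower when adjusted over the list alone. The median of these was -0.08 without NPE tumor 11.
Genes that led these lists included Rbp4, an adipocyte gene, at 2.11, Xirp2, a muscle fibre gene, at 1.61, Mmp13 at -1.41, Adm, a HIF-1 target, at -1.01 and Il11 at -0.73. Their adjusted p-values from limma ran from 0.431 to 0.513. Of the 491 genes listed as higher in Supplementary Data 3, 199 (40.5%) were in any of the 71 terms of Supplementary Data 4, and 108 (22.0%) were in the 27 terms whose names speak of lipids, muscle or EMT. Those 27 terms were picked after the values had been seen.

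**Figure D2:**
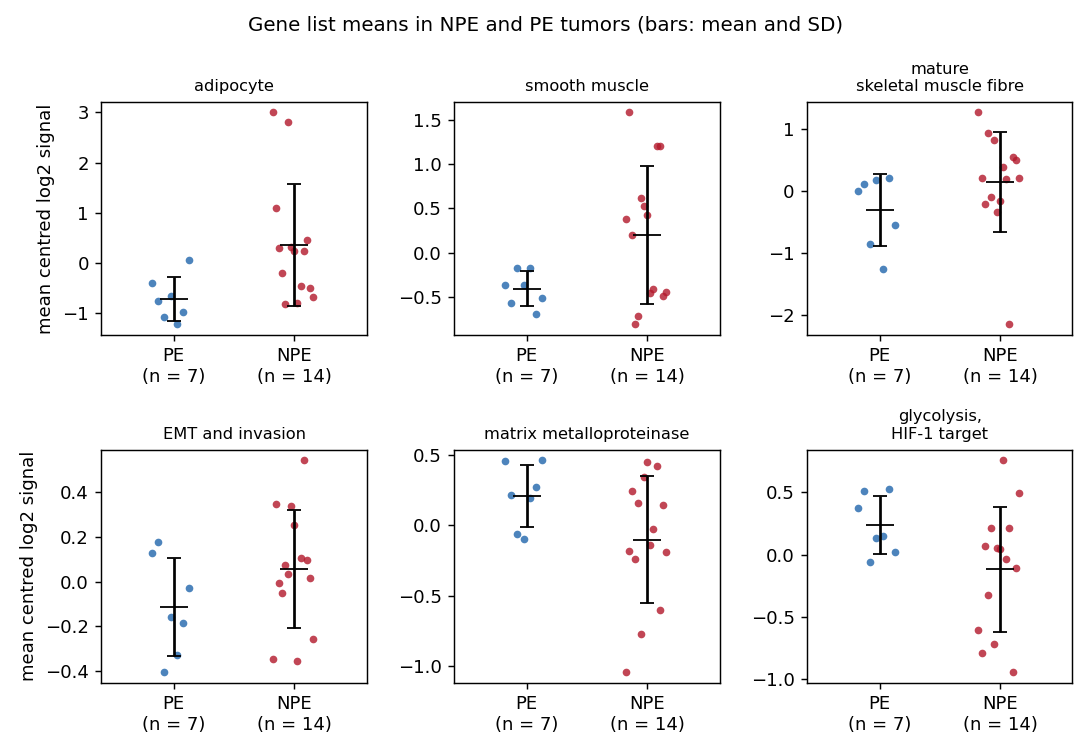
Mean log2 signal of the genes of 6 lists, each gene centred on its mean over all 21 tumors, in each PE (n = 7) and NPE (n = 14) tumor, with the mean and s.d. of each group as bars. In each list the NPE and PE tumors overlap, and 8 of 14 NPE tumors lie above every PE tumor for the adipocyte genes.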

GSEA (geneset enrichment analysis) of the total genetic landscape of limb and trunk RMS from NPE and PE mice identified the following geneset libraries: the KEGG PPAR (peroxisome proliferator-activated receptor), the Gene Ontology (GO) fatty acid metabolic process, the GO brown fat cell differentiation, and the KEGG vascular smooth muscle contraction (Fig. 6b). The leading edge of all four libraries/pathways positively correlated with NPE upregulated genes (Fig. 6b). 

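GSEA ranks genes by signal-to-noise, the difference of the group means over the sum of the standard deviations. The ratio was computed for each gene in the leading edge lists of Supplementary Data 6. All 119 genes of the 4 lists, each counted once, were higher in NPE tumors, and their ratio was within 0.01 of the score listed there. The log2 fold changes ranged from 0.09 to 1.99, with a median of 0.41. By limma, 42 of the 119 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. The median log2 fold change was 0.59 for 24 genes of the PPAR pathway, 0.32 for 81 genes of fatty acid metabolism, 0.55 for 12 genes of brown fat cell differentiation and 0.49 for 22 genes of smooth muscle contraction. The paper chose these genes on the same tumors, so their direction is not independent evidence. The smooth muscle list written by hand is not independent evidence either. Of its 16 genes, 9 are in Supplementary Data 3 and 4 in Supplementary Data 6. It had 16 of 16 genes higher, with a median log2 fold change of 0.57 (adjusted p = 7.71e-07 from camera at its preset correlation). The adjusted p was 0.402 with an estimated correlation and 0.252 from fry, another test of gene lists in limma. With the number ranges as a block this median was 0.10, with a camera adjusted p of 0.104, and among numbers 18 to 23 it was -0.36.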

White, beige and brown adipogenesis, and fatty acid metabolism are regulated by the essential transcription factor PPARγ^53^. In three out of the four aforementioned GSEA pathways, *Pparg* was one of the most upregulated genes in NPE RMS (Fig. 6b, Supplementary Data 6), together with some of its direct target genes, e.g., *Fabp4*, (fatty-acid-binding protein 4 or adipocyte protein 2), *Cd36* (cluster of differentiation 36), *AdipoQ* (adiponectin), and its receptor *AdipoR1*, but not *AdipoR2* (Fig. 6a, c, Supplementary Data 6). 

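Pparg had a log2 signal of 6.39 ± 1.08 (s.d., n = 14) in NPE and 5.21 ± 0.54 (s.d., n = 7) in PE tumors, a log2 fold change of 1.19 (standard error 0.40, adjusted p = 0.513 from limma). By signal-to-noise it ranked 38 among 19505 genes, and in 7 of 14 NPE tumors it was above every PE tumor. Fabp4 was 9.41 ± 1.35 in NPE and 8.15 ± 0.94 in PE tumors, a log2 fold change of 1.26 (standard error 0.52, adjusted p = 0.537 from limma). Cd36 was 8.69 ± 0.69 in NPE and 7.68 ± 0.91 in PE tumors, a log2 fold change of 1.01 (standard error 0.33, adjusted p = 0.503 from limma), and 10 of 14 NPE tumors were above every PE tumor. Adipoq was 7.03 ± 2.34 in NPE and 5.04 ± 1.63 in PE tumors, the fifth largest log2 fold change at 1.99 (standard error 0.91, adjusted p = 0.566 from limma). Adipor1 differed by 0.09 (standard error 0.07, adjusted p = 0.779 from limma) and Adipor2 by 0.21 (standard error 0.19, adjusted p = 0.804 from limma), which was 0.13 without NPE tumor 1 and 0.12 without NPE tumor 2. Among the tumors with numbers 18 to 23, the log2 fold change of Pparg was 0.05, that of Adipoq 0.32 and that of Adipor2 -0.01. Among numbers 28 to 35, whose PE tumors 6 and 7 may not be independent, that of Pparg was 1.52, that of Adipoq 3.08 and that of Adipor2 0.10. None of these 6 genes passed an adjusted p of 0.05. The unadjusted p from limma was 0.0073 for Pparg, 0.0052 for Cd36, 0.025 for Fabp4 and 0.039 for Adipoq. For Adipor1 and Adipor2 it was above 0.05. These p-values do not allow for the number of genes tested. The paper's statement on these genes also rests on qRT-PCR, with a test for each gene alone, on tumors not matched to these arrays.

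**Figure D3:**
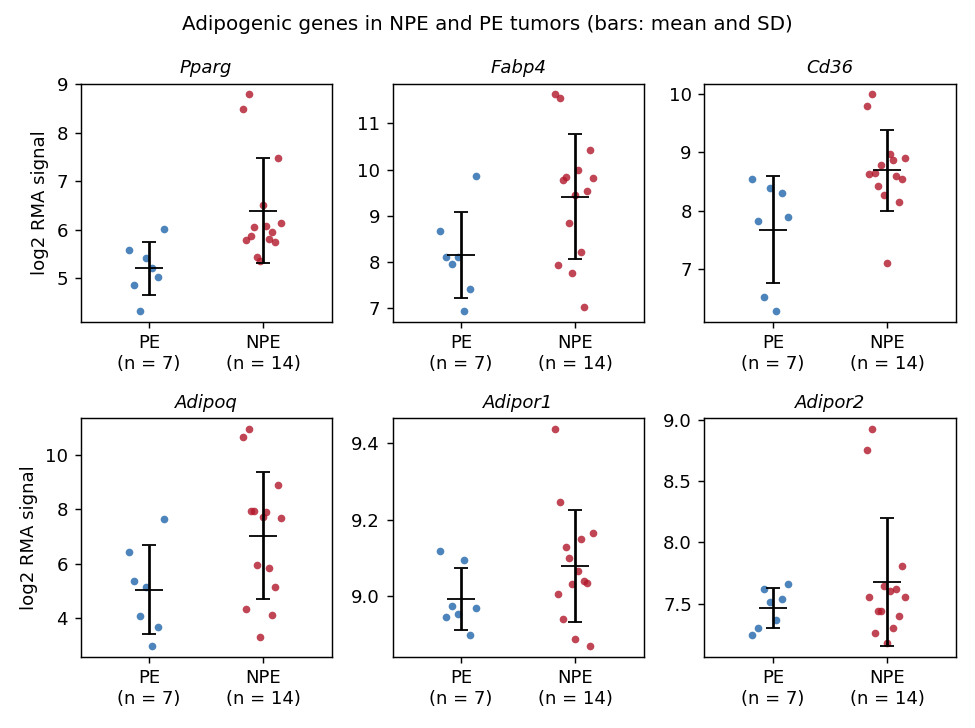
Log2 RMA signal of 6 adipogenic genes in each PE (n = 7) and NPE (n = 14) tumor, with the mean and s.d. of each group as bars and a separate vertical scale for each gene. For Cd36, 10 of 14 NPE tumors lie above every PE tumor, and for Fabp4 4 of 14 do.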

The derivation of brown adipocytes from skeletal muscle precursors or beige adipocytes from white adipocytes is orchestrated by PPARγ recruitment of PRDM16 (PR (PRD1-BF1_RIZ1 homologous)-domain-containing 16), which together form a core transcriptional complex^53^. PPARγ also recruits EBF2 (the early B-cell factor 2), a selective determinant of brown and beige adipocyte precursors^54^, and coactivates the expression of *UCP1* (uncoupling protein 1 of brown adipocytes), *PPARA,* and *PRDM16*^53^. 

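The log2 signal of Prdm16 was 3.31 ± 0.30 (s.d., n = 14) in NPE and 3.08 ± 0.37 (s.d., n = 7) in PE tumors. This is a log2 fold change of 0.23 (standard error 0.14, adjusted p = 0.691 from limma), which was 0.34 without PE tumor 1. Ebf2 was 4.59 ± 0.56 in NPE and 4.20 ± 0.26 in PE tumors, a log2 fold change of 0.40 (standard error 0.21, adjusted p = 0.623 from limma). For both genes the sign changed among the tumors with numbers 18 to 23, to -0.03 for Prdm16 and -0.02 for Ebf2. Ucp1 was 3.38 ± 1.102 in NPE and 2.91 ± 0.16 in PE tumors, a log2 fold change of 0.47 (standard error 0.39, adjusted p = 0.781 from limma), which was 0.29 without NPE tumor 4 and 0.28 without NPE tumor 7. The signals of Prdm16 and Ucp1 lie near the median of the background probes, which was 2.64 to 3.18 on the NPE arrays and 2.66 to 2.90 on the PE arrays. Of 18 brown and beige adipocyte genes, 12 were higher in NPE tumors, with a median log2 fold change of 0.20 (adjusted p = 0.242 from camera), which was 0.13 without PE tumor 6. With the number ranges as a block this median was 0.18, with a camera adjusted p of 0.0463. For Prdm16 and Ucp1 the paper's statement also rests on qRT-PCR on tumors not matched to these arrays.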

We found that in NPE RMS *Pparg*, *Prdm16,* and *Ebf2* were upregulated together with their target, *Ucp1* (Fig. 6c, Supplementary Data 6). It is well documented that beige adipocytes that transdifferentiate from white adipocytes are derived from mesodermal stem cells expressing *Pdgfra, Pdgfrb, Acta2,* and *Myh11*, whereas brown adipocytes share with skeletal muscle cells the combined markers of dermomyotome precursors, *Myf5* and *Pax7*^55,56^. 

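Acta2 had a log2 signal of 11.10 ± 0.51 (s.d., n = 14) in NPE and 10.89 ± 0.32 (s.d., n = 7) in PE tumors, a log2 fold change of 0.21 (standard error 0.20, adjusted p = 0.815 from limma), which was 0.11 without PE tumor 2. Myh11 was 7.96 ± 1.41 in NPE and 6.84 ± 0.68 in PE tumors, a log2 fold change of 1.12 (standard error 0.52, adjusted p = 0.579 from limma). With the number ranges as a block, the log2 fold change was -0.22 for Acta2 and 0.02 for Myh11, and among numbers 18 to 23 it was -0.68 for Acta2 and -0.75 for Myh11. Pdgfrb differed by -0.18 (standard error 0.17, adjusted p = 0.819 from limma), which was -0.12 without PE tumor 5. Myf5 was 7.72 ± 1.74 in NPE and 8.58 ± 0.69 in PE tumors, a log2 fold change of -0.87 (standard error 0.63, adjusted p = 0.735 from limma), which was 0.49 with the number ranges as a block and -0.54 without NPE tumor 3. Pax7 was 5.89 ± 0.67 in NPE and 6.49 ± 0.31 in PE tumors, a log2 fold change of -0.60 (standard error 0.25, adjusted p = 0.537 from limma). Pdgfra was not analyzed here. For Myh11, Myf5 and Pax7 the paper's statement also rests on qRT-PCR on tumors not matched to these arrays. From the levels of these markers, the paper proposes that white and beige adipocytes are preferentially present in NPE tumors.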

In our NPE RMS, only *Acta2 and Myh11* were significantly upregulated but not *Pdgfra, Pdgfrb*, *Myf5,* or *Pax7* (Fig. 6d, Supplementary Data 6), suggesting a preferential presence of white and beige adipocytes.

**Fig. 6:**
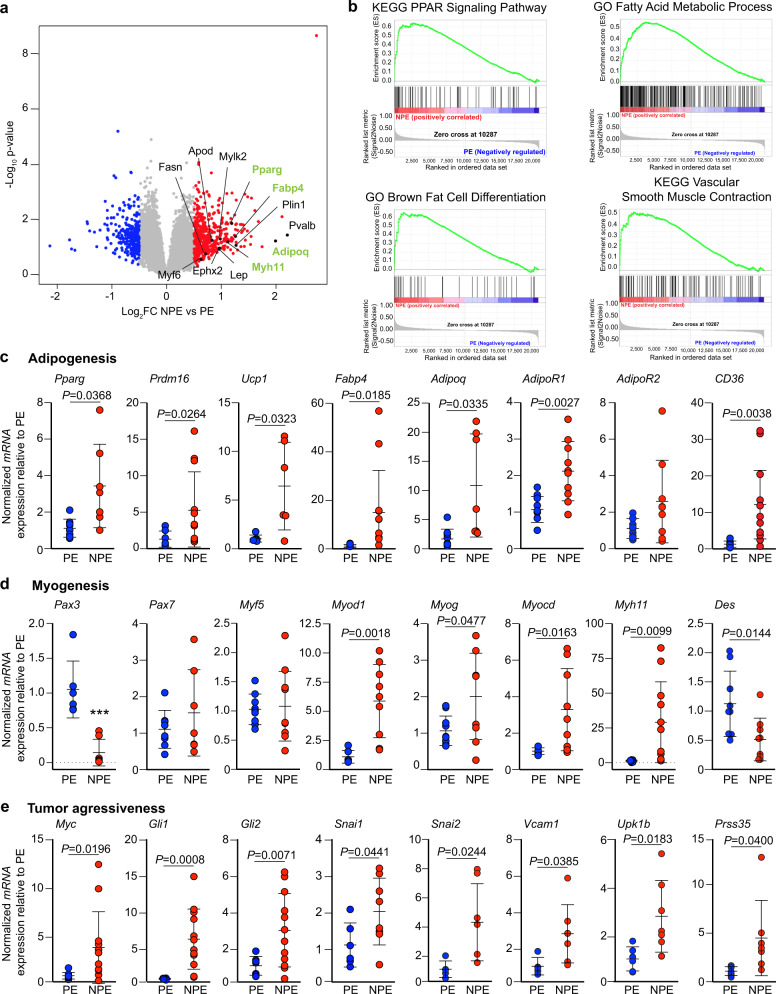
Adipocytic metabolic genetic landscape defines pleomorphic NPE RMS. **a** Volcano plot comparing differentially expressed genes in NPE versus PE RMS. Several genes enriched in the pathways identified by GSEA are annotated in the graph. Genes annotated in green were confirmed to be highly increased by qRT-PCR analysis. **b** Main KEGG and GO pathways identified by GSEA of differentially expressed genes in NPE vs PE RMS. FDR < 0.25. **c**–**e** Tumor qRT-PCR analysis showing features of adipogenesis (**c**); *Pparg* (PE: *n* = 10; NPE: *n* = 7), *Prdm16* and *Fabp4* (PE: *n* = 7; NPE: *n* = 12), *Ucp1* (*n* = 6), *Adipoq* (PE: *n* = 9; NPE: *n* = 7), *AdipoR1* (*n* = 10), *AdipoR2* (PE: *n* = 10; NPE: *n* = 9), *CD36* (PE: *n* = 6; NPE: *n* = 11), myogenesis (**d**); *Pax3* (PE: *n* = 6; NPE: *n* = 7), *Pax7* (PE: *n* = 8; NPE: *n* = 7), *Myf5* (PE: *n* = 8; NPE: *n* = 6), *Myod1* and *Myocd* (PE: *n* = 8; NPE: *n* = 9), *Myog* (PE: *n* = 10; NPE: *n* = 9), *Myh11* (PE: *n* = 8; NPE: *n* = 11), *Des* (*n* = 9) and tumor aggressiveness (**e**); *Myc* (PE: *n* = 9; NPE: *n* = 12), *Gli1* and *Gli2* (PE: *n* = 7; NPE: *n* = 12), *Snai1* (PE: *n* = 6; NPE: *n* = 8), *Snai2* and *Vacm1* (PE: *n* = 5; NPE: *n* = 7), *Upk1b* (PE: *n* = 6; NPE: *n* = 7), *Prss35* (*n* = 7) in NPE versus PE RMS. qRT-PCR results are from normalized mRNA expression relative to PE RMS samples. Mean ± s.d.; Welch (unpaired) *t*-test; biologically independent tumors.

The earliest progenitor marker of myogenesis, *Pax3*^57^ was downregulated in NPE vs PE RMS, while *Pax7* and *Myf5* showed no significant difference in expression (Fig. 6d). The other upstream regulators of myogenesis, *MyoD* and *Myog*, were significantly increased in NPE RMS (Fig. 6d), while the terminal differentiation gene *Des* was downregulated (Fig. 6d). Additionally, *Myocd* and *Myh11*, both smooth muscle specification genes, were highly upregulated in the NPE compared to PE RMS (Fig. 6d, Supplementary Data 6); *Myh11* was also found in the leading edge of the KEGG vascular smooth muscle contraction pathway (Fig. 6b, Supplementary Data 6). 

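On the arrays, the log2 signal of Myocd was 5.02 ± 1.2004 (s.d., n = 14) in NPE and 4.28 ± 0.60 (s.d., n = 7) in PE tumors. This is a log2 fold change of 0.74 (standard error 0.45, adjusted p = 0.671 from limma), less than the spread between NPE tumors. It was 0.12 with the number ranges as a block and -0.39 among the tumors with numbers 18 to 23. Myod1 and Myog, higher by the paper's qRT-PCR on unmatched tumors, were lower in NPE tumors here. Des was lower by both methods. Leaving out single tumors gave log2 fold changes of -0.54 to -0.35 for Myod1, -0.77 to -0.48 for Myog and -0.27 to -0.14 for Des. The sign turned with the number ranges as a block for Myod1 (0.02) and Des (0.04). Among numbers 18 to 23 it turned for Myog (0.07) and Des (0.16), and among 28 to 35 for Myod1 (0.04). None passed the adjusted p threshold.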

Notably, human MYH11 protein, which is normally not expressed in RMS, is a marker of sarcoma pleomorphism^58,59^, and an effector of lysosomal exocytosis downstream of *Neu1* downregulation^19^. So far, these results suggest that NPE RMS are already committed to a myogenic fate without reaching full differentiation. Moreover, the upregulation *Myh11* reinforces the notion that these tumors are both pleomorphic and exocytic.

Although NPE and PE RMS depend on the combination of *Ptch1*^*+/−*^ and *ETV7*^*TG+/−*^ for tumor specification and growth, the addition of *Neu1* haploinsufficiency drastically increased *Myc* expression, the marker of proliferation, and the downstream effectors of the SHH pathway, *Gli1* and *Gli2*, known to be associated with metastatic growth (Fig. 6e). In agreement with the status of partial differentiation and smooth muscle/mesenchymal characteristics of NPE RMS, genes involved in epithelial-to-mesenchymal transition (EMT) and metastasis i.e., *Snai1, Snai2, Vcam1, Upk1b*, and *Prss35*, were also significantly upregulated (Fig. 6e). It is noteworthy that the top-upregulated gene in NPE vs PE RMS is *H2Eb1*, encoding the mouse histocompatibility class II antigen E beta (MCH II), which is involved in antigen presentation, CD4^+^ T cell recognition and activation of the immune response^60^ (Fig. 6a). 

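On the arrays, H2-Eb1 had a log2 signal of 7.84 ± 0.55 (s.d., n = 14) in NPE and 5.10 ± 0.58 (s.d., n = 7) in PE tumors. This is a log2 fold change of 2.74 (standard error 0.24, adjusted p = 1.64e-06 from limma), which ranked 1 among 19505 genes both by fold change and by signal-to-noise. Every one of the 14 NPE tumors, the lowest at 6.77, was above every PE tumor, the highest at 5.98. This separation gave p = 8.6e-06 in an exact permutation test over all 116280 splits, the smallest p that 14 tumors against 7 allow. The log2 fold change was 2.83 among the tumors with numbers 18 to 23, where the adjusted p from limma no longer passed 0.05, and 2.93 among numbers 28 to 35. The other 9 MHC class II genes measured had log2 fold changes from -0.15 to 0.70, with a median of 0.16, and 6 were higher. Of the 10 class II genes together, 7 were higher (median 0.23, adjusted p = 0.000234 from camera at its preset correlation and 0.402 with an estimated one), and 1, H2-Eb1, passed when adjusted over the list alone.

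**Figure D4:**
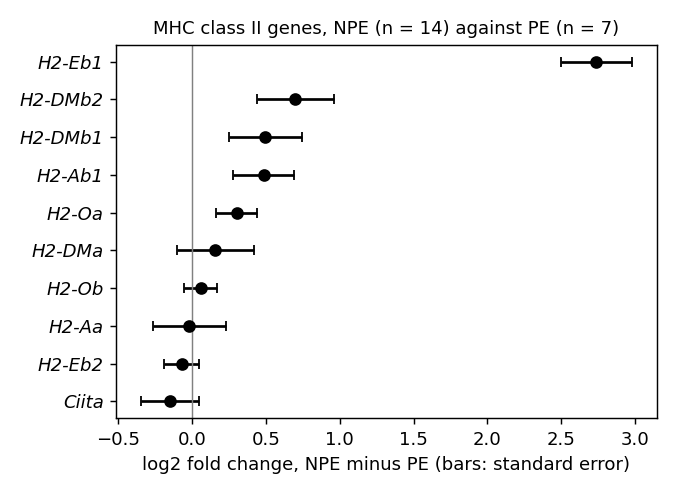
Log2 fold change between NPE (n = 14) and PE (n = 7) tumors of 10 MHC class II genes, with the standard error from limma as bars. H2-Eb1 lies at 2.74 and the other 9 genes between -0.15 and 0.70.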

The relevance of this observation will require extensive future study exploring the immune response component of these tumors, which is beyond the scope of this work.

To exclude the possibility that *Neu1* haploinsufficiency by itself can cause the significant changes in gene expression observed between PE and NPE tumors, we performed RT-qPCR analysis of the same set of genes in normal muscle tissue from both NPE and PE mice and found no differences (Supplementary Fig. 9a–c). Overall, our results indicate that NPE RMS maintains a status of intermediate differentiation and pleomorphism fueled by a strong adipogenic component, likely linked to *Neu1* haploinsufficiency.

### Pleomorphic *Neu1*^*+/–*^*/Ptch1*^*+/–*^*/ETV7*^*TG*^^*+/–*^ RMS share an adipogenic signature with human ARMS and ERMS

Based on these data, we revisited the H&E and Masson’s trichrome-stained PE and NPE RMS and identified a slight increase in the percentage of adipose cells in the NPE sections, although this difference was not statistically significant (Supplementary Fig. 10a). These were especially enriched in the pleomorphic foci and the invasive fronts, showing extensive collagen deposition and ECM remodeling (Fig. 1h asterisk, Fig. 2b). To confirm the gene expression data, we probed NPE and PE tumor sections with adiponectin the product of the *AdipoQ* gene that was highly upregulated in the NPE tumors and compared its expression pattern with that in human RMS TMAs (Fig. 7a, b). Adiponectin, the essential secreted adipokine in adipocyte signaling, was highly expressed in NPE tumors compared to PE, and was detected mostly at the cell surface of adipocytes and tumor cells, including large multinucleated pleomorphic cells (Fig. 7a). In TMAs from RMS patients, adiponectin immunoreactivity was positive in all cores, albeit of low intensity, and localized to the cytoplasm of neoplastic cells. However, in a few cores, adiponectin intensity was moderate to high (Fig. 7b). Notably, white adipose tissue was detected in 25% (10/40) of RMS cores. Querying the human RNAseq PCGP dataset, we found a group of five RMS patients with high expression of *ADIPOQ*, that was clearly above the standard deviation of the median expression of all analyzed samples (*n* = 44) (Fig. 7c). These patients were all diagnosed with ARMS, the highest expression was from recurrent disease, and one had an undefined RMS subtype (Fig. 7c). All five patients with *ADIPOQ* upregulation also showed higher than median levels of *PPARG*, *CD36,* and *MYH11*, but expressed lower levels of UCP1 (Fig. 7c–g). Most importantly, we found that ARMS patients expressed significantly higher levels of *ADIPOQ*, *PPARG* and *MYH11* when compared with ERMS patients (Fig. 7h–l). Using GSEA we also compared *ADIPOQ* expression in RMS patients with geneset profiles from the MSigDB collection (Supplementary Fig. 10b). This analysis confirmed that the RMS patients with the highest *ADIPOQ* expression also showed upregulation of genes belonging to the pathways of adipogenesis, vascular smooth muscle contraction, and ECM receptor interaction, but not myogenesis (Supplementary Fig. 10b, Supplementary Data 7). These results support the presence of an adipose component associated with undifferentiated characteristics in some of the aggressive forms of human RMS.

**Fig. 7:**
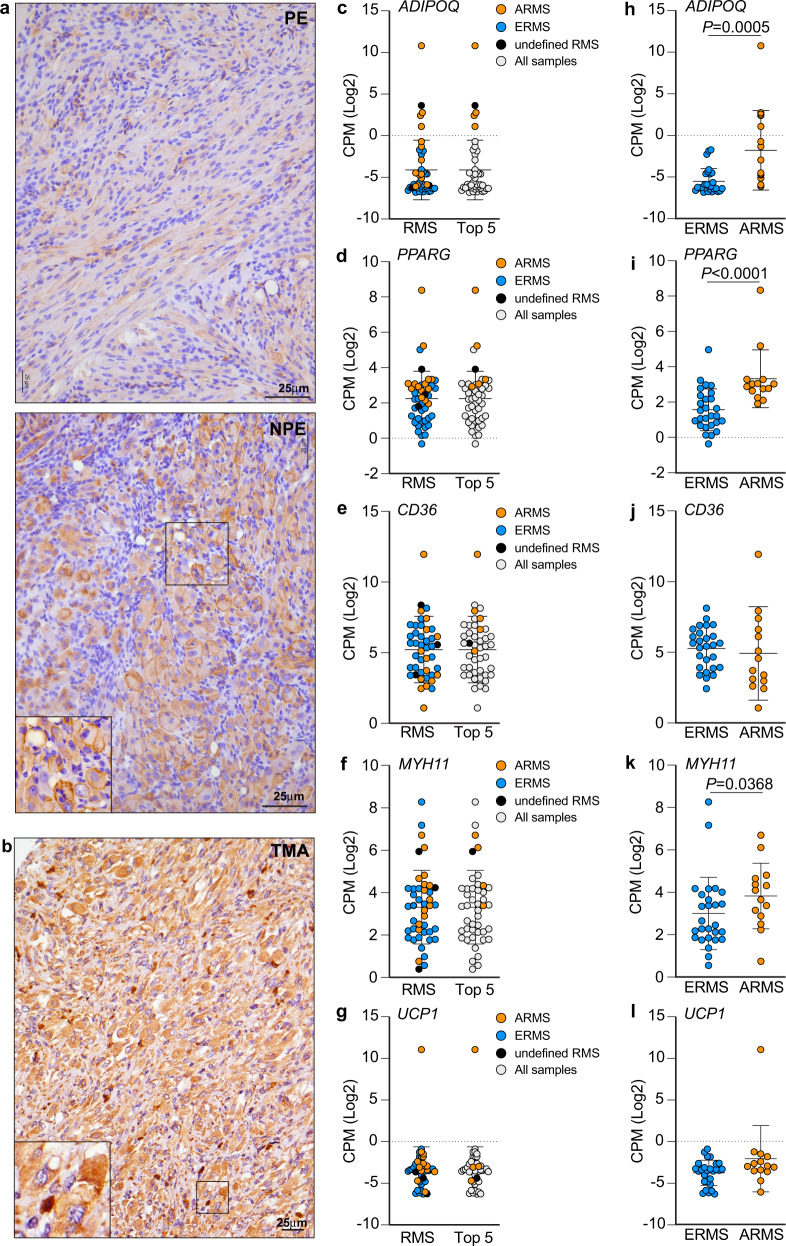
Adipogenic features of NPE RMS are shared with human RMS. **a** Representative micrographs of increased adiponectin immunostaining in NPE versus PE RMS. Increased cell surface positive staining is depicted in the zoom inset of NPE RMS. Scale bar: 25 µm. **b** Representative micrograph of strong adiponectin immunostaining in a core of an undifferentiated human RMS from 2 TMAs; *n* = 40 biologically independent samples. Intense staining is depicted in the zoom inset. Scale bar: 25 µm. **c**–**g** Representation of genetic expression of *ADIPOQ* (**c**), *PPARG* (**d**), *CD36* (**e**), *MYH11* (**f**), and *UCP1* (**g**) across human patient RMS RNAseq data (PCGP). Gene expression is represented in relation to the mean value. All samples of ERMS (blue), ARMS (orange) and undefined RMS (black) analyzed are shown first on the *x*-axis (RMS), followed by the representation of the cluster of the top five samples with the highest *ADIPOQ* expression (Top 5). *n* = 44 biologically independent samples. **h**–**l** Comparison of *ADIPOQ* (**h**), *PPARG* (**i**), *CD36* (**j**), *MYH11* (**k**), and *UCP1* (**l**) expression between ERMS and ARMS patients. Mean ± s.d; Mann–Whitney *t*-test used to compare ERMS and ARMS; *n* = 27 and *n* = 14 biologically independent samples, respectively.

## Discussion

Pleomorphic RMS is a rare and aggressive form of sarcoma, occurring mostly in adults that is often difficult to diagnose and treat^4^. These tumors present with a mixture of large, atypical pleomorphic rhabdomyoblasts, often multinucleated, and partially differentiated spindle-like cells^35^.

By lowering the expression levels of the lysosomal sialidase *Neu1* in the *Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ genetic background, we have successfully developed a spontaneously occurring mouse model of pleomorphic RMS without the use of conditional alleles. It is important to emphasize that the effect of *Neu1*^*+/−*^ is not in the generation of RMS, but rather in its pleomorphic transformation once the tumor is initiated; while ETV7 expression is promoting a high incidence of RMS formation in *Ptch1*^*+/−*^ mice^32^. Although NPE tumors arise preferentially in the limbs and trunk and only express 10% of the genes that trended with human ARMS, their genetic features are much closer to ERMS. Unfortunately, the unavailability of compatible genetic data from human pleomorphic RMS that we could compare to our NPE datasets, limits our current evaluation of NPE tumors to their histological characteristics, and further investigation is required to confirm NPE mice as a model of human pleomorphic RMS.

Exploiting the low NEU1 > high lysosomal exocytosis axis, we developed a single-cell approach that relied on the increased levels of the Neu1 substrate Lamp1 at the PM of cancer and stromal cells. This approach allowed us to pinpoint tumor heterogeneity, consisting of specific cell populations that are highly exocytic and likely responsible for initiating/perpetuating RMS transformation and ECM remodeling. The ensuing fibrotic microenvironment surrounding pleomorphic foci in NPE RMS is typical of the most aggressive and chemo-resistant tumors in humans^61^.

The presence of mature adipocytes together with adipose-like cells in both murine and human RMS could be explained by a shared developmental ancestry between skeletal muscle and brown fat^62,63^. However, brown adipocytes originate from early dermomyotomes (*Pax7*^+^/*En1*^*+*^/*Myf5*^*+*^), while distinct somite populations expressing *MyoD* downstream of *Myf5* are already committed to myogenesis. Therefore, fate determination between brown adipocytes and committed somite populations should happen prior to *MyoD* expression^56^. Given the high levels of *MyoD* detected in NPE RMS, we can infer that these tumors have reduced brown adipocytes. In contrast, they might be enriched in beige adipocytes, since these derive from progenitors expressing Sma, Myh11, Pdgfra, or Pdgfrb, and transdifferentiate from mature white adipocytes stimulated, among others, by PPARγ activation and release of adipokines, including adiponectin^56,64,65^. In this scenario, tumor cells, cancer-associated fibroblasts, and cancer-associated adipocytes may together sustain cancer progression and chemo-resistance by fueling metabolism and maintaining a pro-fibrotic microenvironment downstream of low NEU1 activity. These combined features, largely depending on posttranslational modifications of glycans, appear to be common between our NPE model and human RMS, given that increased adipocytes have been detected in poorly differentiated, human metastatic or recurrent RMS, as well as in chemotherapy-treated RMS^66–68^.

We propose that the NPE mice can be exploited as a pre-clinical model of pleomorphic RMS to understand the pathology of these aggressive tumors and explore new therapeutic opportunities in pathways controlled by NEU1. Furthermore, the overlooked adipose component in these tumors underscores the importance of combining the use of adipose markers during the diagnosis of this type of RMS.

## Methods

### Mice

All procedures were performed following NIH guidelines and animal protocols approved by the St Jude Children’s Research Hospital Institutional Animal Care and Use Committee (IACUC); animal protocol #235–100636. *Neu1*^*+/−*^ FVB/NJ^69^ mice were crossed with *Ptch1*^*+/−*^*/ETV7*^*TG/+/−*^ (129sv/C57BL/6) mice^32,33^. The mice, both males, and females (1 month–24 months), used in this study were obtained (over a timespan of 2 years) from the same strategic breeding schedule: *Neu1*^*+/−*^*/Ptch1*^*+/−*^*/ETV7*^*TG+/−*^ X *Neu1*^*+/−*^*/Ptch1*^*+/−*^*/ETV7*^*TG+/+*^, but PE and NPE mice with tumors not necessarily came from the same litter. Mice presenting with masses were observed for lethargy and sacrificed when moribund, or if they displayed symptoms such as paralysis or when the tumor volume reached 20% of body mass in accordance with IACUC-approved guidelines.

### Real-time quantitative polymerase chain reaction

Total RNA was isolated from mouse tumors using the PureLink RNA Kit (Life Technologies), and DNA contaminants were removed on a deoxyribonuclease I column (Life Technologies), according to the manufacturer’s protocol. RNA quantity and purity were measured using a NanoDrop Lite spectrophotometer (Thermo Fisher Scientific). Complementary DNA was synthesized using 0.5–5 μg of total RNA with RT2 First Strand Kit (QIAGEN). RT-qPCR was performed using RT2 SYBR Green qPCR Mastermix, 1 μl (8, 16, or 50 ng) of complementary DNA, 10 μM primer, and ribonuclease-free water in a 25 μl reaction volume on an iQ5 or CFX96 real-time PCR machine (Bio-Rad). Samples were normalized to 18 S ribosomal RNA. The specific primers used are summarized in Supplementary Table 1.

### Western blotting and co-immunoprecipitations

Frozen tumors were powdered by grinding in liquid nitrogen and homogenized in 1× Cell Signaling lysis buffer [20 mM tris-HCl, (pH 7.5), 150 mM NaCl, 1 mM Na2EDTA, 1 mM EGTA, 1% Triton X-100, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_, and leupeptin (1 μg/ml) (Cell Signaling Technologies) supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF), for 2 min at 30 Hz in the Omni Prep Multi-Sample homogenizer (QIAGEN). Lysates were spun through a QIAshredder column (Qiagen), and freeze-thawed three times. After centrifugation at 20,000 × *g* for 30 min at 4 °C, the protein concentration in the supernatant was determined using a BCA protein assay kit (Bio-Rad). Per sample, 750 μg of protein was subjected to ETV7 IP. Antibody (2 μg) was added to 500 μl of lysate, and samples were rotated overnight at 4 °C. Protein G–coated Dynabeads (Life Technologies) was added (10 μl per sample), and samples were rotated at 4 °C for 90 min. Bead-antibody-protein complexes were captured using a DynaMag-2 magnet (Life Technologies) and washed four times with CHAPS lysis buffer [40 mM Hepes (pH 7.4), 1 mM EDTA, 120 mM NaCl, 10 mM sodium pyrophosphate, 10 mM β-glycerophosphate, 0.3% CHAPS, 50 mM NaF, 1.5 mM NaVO, 1 mM PMSF, and one tablet of EDTA-free protease inhibitors (Roche) per 10 ml solution]. Antibody-protein complexes were retrieved from the beads by heating at 70 °C in 1.25× LDS loading buffer (Life Technologies) in CHAPS lysis buffer and loaded on precast 4–12% bis-tris protein gels (Life Technologies). Proteins were transferred onto nitrocellulose membranes using the iBLOT system (Life Technologies) following the manufacturer’s protocol. Membranes were blocked with 5% milk and 0.1% Tween 20 in tris-buffered saline (TBS) and incubated with the appropriate antibodies (Supplementary Table 2) in 5% bovine serum albumin in TBS with 0.1% Tween 20 overnight at 4 °C. All primary antibody incubations were followed by incubation with secondary horseradish peroxidase (HRP)–conjugated antibody (Pierce) in 5% milk and 0.1% Tween 20 in TBS and visualized with SuperSignal West Pico or Femto Chemiluminescent Substrate (ThermoScientific), using a Biorad ChemiDoc MP imaging system.

### Hematoxylin & Eosin (H&E) staining and Immunohistochemistry (IHC)

Murine tumor tissues were fixed in 10% buffered formalin and embedded in paraffin. Sections of 6 µm were cut and deparaffinized. H&E staining was performed following standard procedures. For immunohistochemistry, after deparaffinization, antigen retrieval was performed using citrate buffer [10 mM Tris-sodium citrate, pH 6.0, 0.05% Tween 20] (for Neu1 and LAMP1), or Tris-EDTA [10 mM Tris Base, 1 mM EDTA pH9, 0.05% Tween 20] (for MyoD, Myogenin and Adiponectin). Endogenous peroxidase was removed by incubation with 3% hydrogen peroxidase in methanol for 5 min. For Neu1, Lamp1, and adiponectin, we used the ImmPress HRP polymer system following the manufacturer’s instructions (VECTOR Laboratories cat# MP-7801) with overnight incubations with primary antibodies (Supplementary Table 2). Mouse anti-MyoD and anti-Myogenin antibodies were biotinylated with the ARK (Animal Research Kit), Peroxidase (DAKO K3954) following the manufacturer’s instructions. Signal detection was performed with the Vectastain Elite ABC HRP (Vector Laboratories Cat# PK6100) followed by Stable DAB chromogen (Invitrogen Cat#75018). Slides were counterstained with hematoxylin, dehydrated, and mounted with a xylene-based mounting medium. Formalin-fixed paraffin-embedded human RMS TMAs were obtained from the St Jude Pathology/Laboratory Medicine Department. Specimens were de-identified, and the study was approved by the Institutional Review Board (IRB approval Pro00008511) as non-human subject research.

Human RMS TMAs were obtained from the St Jude Pathology/Laboratory Medicine Department (approved by IRB Pro00008511).

### Masson’s Trichrome staining

Masson’s Trichrome staining was done as previously described^70^. In brief, FFPE (formalin-fixed paraffin-embedded) murine RMS samples and patient TMAs on slides were fixed in Bouin’s solution for 1 h at 60 °C. Sections were then stained sequentially at room temperature with Weigert’s iron hematoxylin, Biebrich scarlet-acid fuchsin, phosphotungstic/phosphomolybdic acid, and aniline blue. Sections were washed, dehydrated, and mounted with a xylene-based mounting medium. Trichrome Masson’s-stained slides were scanned to ×20 scalable images with an Aperio Scanscope XT (Leica Biosystems, Inc.). The Aperio color deconvolution and colocalization algorithms and the ImageScope software v12.4.3 (Leica Biosystems, Inc.) were used to quantify ECM/collagen (blue) deposition in the microenvironment and within tumor cells.

### Nuclear morphometry analysis

H&E-stained murine RMS samples were scanned to ×20 scalable images with an Aperio ScanScope XT (Leica Biosystems, Inc.) and annotated using ImageScope software v12.4.3 (Leica Biosystems, Inc.). The Genie tissue classifier was trained to identify tumor nuclei and quantify their numbers and sizes.

### Quantification of LAMP1 staining

IHC stained images from RMS TMAs were scanned with a Pannoramic 250 Flash III (3DHistech, Inc.) to ×32 scalable images. Images from tissue cores from the whole slide were then manually annotated using HALO v3.2.1851.354 software (Indica Labs). A Membrane v1.7 algorithm was trained to identify LAMP1 immunoreactivity at the membrane level. After positive immunoreactivity was identified with the algorithm, a density heatmap spatial analysis was performed on the analyzed samples to determine the minimal and maximal intercellular density and spacing of immune-positive neoplastic cells within a 25 µm radius in each core using the Spatial Analysis Module HALO 3.2 (Indica labs).

### β-Hexosaminidase activity in tumor’s interstitial fluid

Frozen tumors were powdered by grinding in liquid nitrogen and homogenized in PBS for 2 min at 30 Hz in the Omni Prep Multi-Sample homogenizer (QIAGEN). Interstitial fluid was purified by sequential centrifugation steps at 300 × *g* for 10 min, 2000 × *g* for 10 min, and 10,000 × *g* for 30 min to remove cells and cell debris. The supernatant/interstitial fluid was spun in an ultracentrifuge at 100,000 × *g* for 2 h (SW32Ti rotor) to remove small vesicles and exosomes. All steps were performed at 4 °C. Interstitial fluid was diluted 5 times in PBS and spun through a Sephadex column at pH 5.5 for 2 min at 850 × *g*. Beta-hexosaminidase activity^19^ was measured with 4-Methylumbelliferyl N-acetyl-β-D-glucosaminide fluorometric substrate (3 mmol/L in citrate phosphate buffer pH4.4 (6 mmol/L citric acid, 10 mmol/L disodium hydrogen phosphate) (Sigma M2133). Ten µL of interstitial fluid, or when needed a 1:10 dilution, was incubated at 37 °C with 10 uL of substrate for 1 h. The reaction was stopped with 200 mL carbonate stop buffer (0.5 M Na_2_CO_3_ with the pH set to 10.7 by adding 0.5 M NaHCO_3_). The amount of fluorescence generated from each reaction indicates cleavage of the fluorescent tag from its peptide substrate and is proportional to the amount of enzyme present. The mean fluorescence of samples given assay buffer was subtracted from the mean fluorescence of samples given assay buffer plus the specific substrate. Mean fluorescence values were interpolated to a standard curve, adjusted for dilution and length of incubation, and normalized to protein by BCA. The final units of activity were reported as nanomoles per hour per milligram.

### Gene expression analyses

For microarray analysis of NPE and PE trunk and limb RMS, total RNA (100 ng) was converted into biotin-labeled cRNA (Ambion WT Expression Kit, Affymetrix Inc) and hybridized to Clariom S Mouse GeneChip (Affymetrix Inc) and signals summarized by RMA (Affymetrix Expression Console v1.1). Probe signals from arrays were normalized and transformed into log2 transcript expression values using the Robust Multiarray Average algorithm (Partek Genomics Suite v6.6). Patient’s RMS gene expression data from the Pediatric Cancer Genome Project (PCGP) were also used. For the comparison of murine versus human RMS, principal component analysis (PCA) and quality-control metrics removed outliers from both PCGP RNAseq and murine microarray data. We used data from 8 ARMS with PAX3/FOXO1 fusion, 4 ARMS with PAX7/FOXO1 fusion and 22 ERMS (accession# EGAS00001000256)^71^. Metadata were also supplemented for fusion calls from public RMS data (PeCan https://pecan.stjude.cloud/home). Correlations were calculated with Pearson’s correlation of deciles of the mean log2 FPKM (for RNAseq) and RMA values for the microarray’s expression by class. There were 91 genes that passed the false discovery rate (FDR) at 5%, having a difference of 5 or more deciles. GSEA (https://www.gsea-msigdb.org/gsea/index.jsp)^72,73^ was also performed using the curated pathways from MSigDB^72,74^. Differentially expressed transcripts were identified by ANOVA, and the FDR was estimated. Functional enrichment analysis of gene lists was performed using the DAVID bioinformatics databases (https://david.ncifcrf.gov/). Additional gene sets for transcriptional analysis were identified using Enrichr^51,52,75^. For adipogenic gene expression analysis, gene level feature counts were downloaded from the St. Jude PCGP for 44 patient samples of RMS (14 ARMS, 27 ERMS, and 3 RMS undefined). These counts were normalized, and log2 transformed using voom-limma, and then log2CPM was graphed in Prism. The normalized, transformed counts were also used for GSEA analysis using a combination of experimentally derived gene sets, as well as established gene sets from MSigDB^72,74^. Normalized RMA microarray values were compared using voom-limma in R and displayed in a volcano plot.

### Multiplex flow cytometry

NPE and PE tumors were dissociated with the Mouse Dissociation kit and gentle MACS Octo Dissociator with heaters following the manufacturer’s instructions (MACS, Miltenyi Biotec). Large aggregates persisting in the cell preparation were then removed by filtering them through 70 μm cell strainers. The resulting single-cell suspensions were stained with fluorochrome-conjugated monoclonal antibodies as noted in Supplementary Table 2, and analyzed using a BD FACSymphony A9 analyzer (BD, San Jose) equipped with 355, 400, 440, 488, 561, and 640 nm lasers for excitation and an array of 30 detectors with the appropriate light filters for resolving the specified fluorochromes. Self-organizing maps for visualizing and interpreting cytometry data, FlowSOM, was used^76^ on 60,000 cells from limb and trunk NPE and PE RMS to generate density, heatmaps, and tSNE graphs. Cellular clusters were identified and annotated based on the differential expression of markers. Additional two-dimensional analyses were conducted using both FlowJo and FACS Diva software suites.

### Statistics and reproducibility

Quantitative data are presented as mean ± s.d. of at least six biologically independent samples/tumors. A number of replicates are noted in the figure legends. Statistical analyses were performed using GraphPad Prism. Student’s *t*-test for unpaired and paired (two-tailed), Welch’s *t*-test for unpaired *t*-test, one-way ANOVA *t*-test, Mann–Whitney for unpaired (two-tailed) *t*-test, all tests have a 95% confidence interval, and log-rank test for trend was performed to ascertain statistical significance and are noted in the figure legends. Mean differences were considered significant when *P* < 0.05. Source data underlying the main figures are presented in Supplementary Data 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1 (new)

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding authors on reasonable request. Uncropped and unedited blot images are provided in Supplementary Fig. 2. Microarray data in this publication are deposited in NCBI’s functional genomic data repository Gene Expression Omnibus (GEO) and are assecible through GEO series accession number GSE212378. Previously published datasets used in this study were deposited in the European Bioinformatics Institue (EMBL-EBI) and accessible through accession number EGAS00001000256. Source data underlying Fig. 1b, d, I, j, 2d–g, 3d, g, h, 6c–e, 7c–l and Supplementary Fig. 1a, 3a, b, d, e, 9a–c, 10a are provided within this paper (Supplementary Data 1). Patient’s RMS gene expression data can be accessed through StJude open resource page (PeCan https://pecan.stjude.cloud/home).

# Supplementary material for: Haploinsufficiency of the lysosomal sialidase NEU1 results in a model of pleomorphic rhabdomyosarcoma in mice
**Source:** Commun Biol. 2022 Sep 20;5:992. doi: 10.1038/s42003-022-03968-8
**Supplement:** Supplementary file 2 — Supplementary Information

SUPPLEMENTARY INFORMATION

Haploinsufficiency of the lysosomal sialidase *NEU1* results in a model of pleomorphic rhabdomyosarcoma in mice

Eda R. Machado^{1‡}, Diantha van de Vlekkert^{1‡}, Heather S. Sheppard^{2†}, Scott Perry^{3†}, Susanna M. Downing⁴, Jonathan Laxton³, Richard Ashmun³, David B. Finkelstein⁵, Geoffrey A. Neale⁶, Huimin Hu¹, Frank C. Harwood¹, Selene C. Koo², Gerard C. Grosveld^{1*} & Alessandra d'Azzo^{1*}.

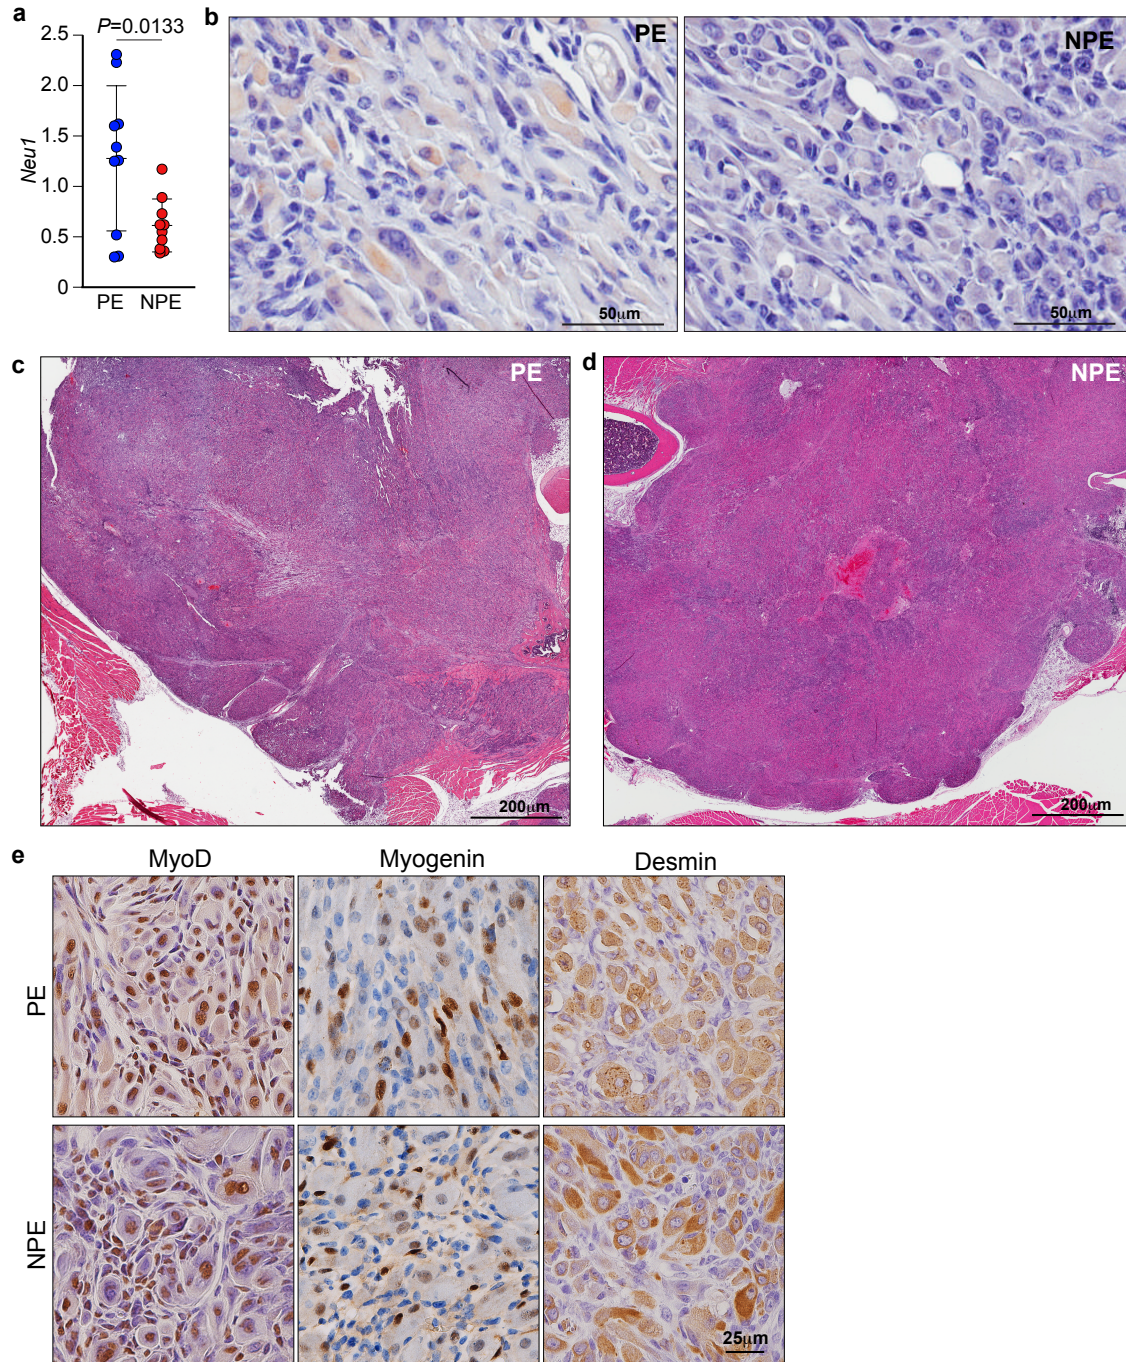

Supplementary Figure 1: Characterization of PE and NPE tumors. **a**, qRT-PCR analysis of *Neu1* mRNA expression in PE and NPE tumors. Expression is shown as relative to PE. Mean $\pm$ s.d.; Welch *t*-test; $n=10$ biologically independent tumors. **b**, Representative micrographs of PE and NPE tumors immunostained for Neu1. Scale bar: 50 μ m. **c** and **d**, Representative micrographs of H&E-stained overviews of PE (c) and NPE (d) limb tumors. Scale bar: 200 μ m. **e**, Representative micrographs of PE and NPE tumors immunostained for the RMS markers, MyoD, Myogenin and Desmin. Scale bar: 25 μ m.

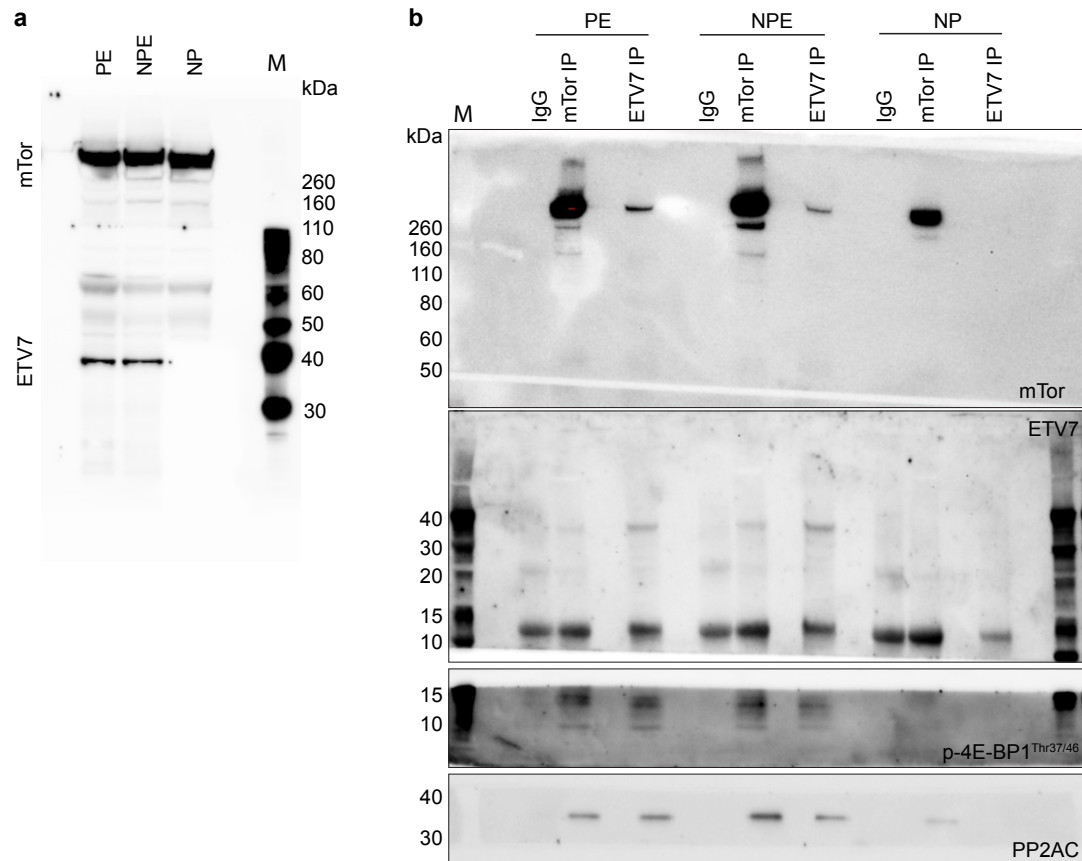

Supplementary Figure 2: mTor and ETV expression in PE and NPE tumors. a,b Uncropped Western blots belonging to Figure 1e and 1f. M: Molecular weight marker. mTor signaling also serves as a loading control, given that the mTor signal does not change.

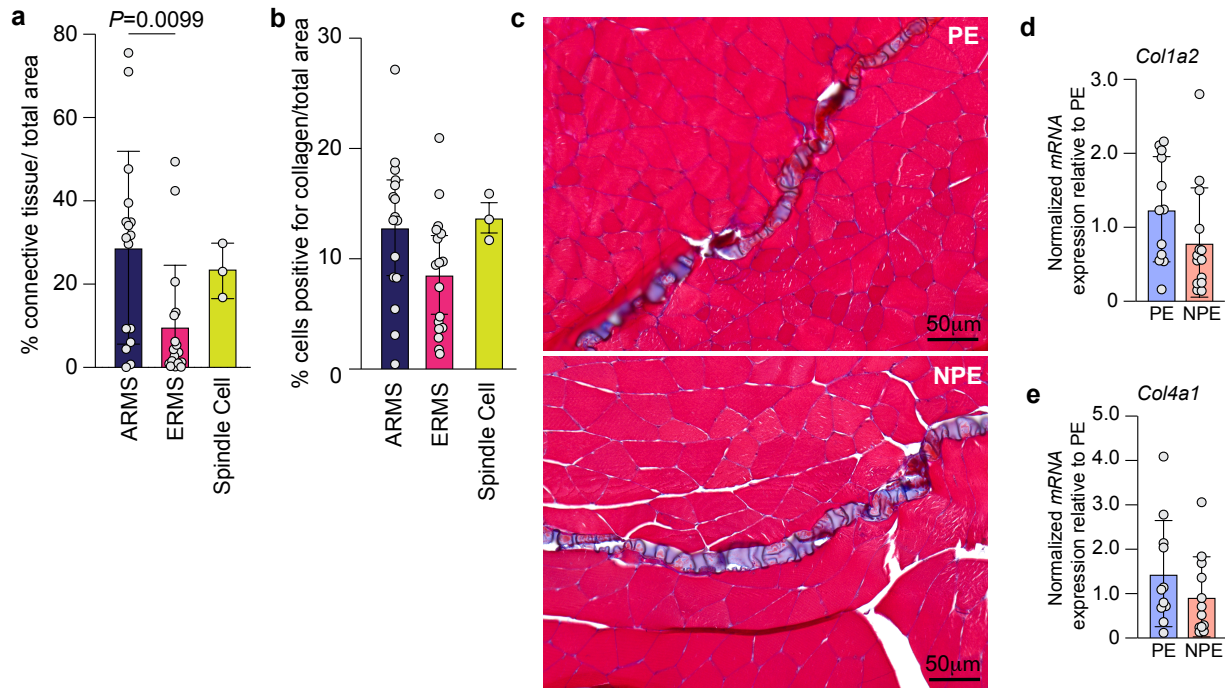

Supplementary Figure 3: Connective tissue expression in normal PE and NPE muscles. a and **b**, Quantification of ECM/collagen deposition (a) and intracytoplasmic (b) in ARMS, ERMS and spindle cell RMS TMA sections. Mean $\pm$ s.d.; Welch (unpaired) *t*-test; ARMS: $n=16$; ERMS $n=17$; spindle cell/sclerosing RMS: $n=3$, biologically independent tumors. **c**, Masson's Trichrome staining of normal PE and NPE muscles. Scale bar: 50μm. **d** and **e**, *Col1a2* mRNA expression in normal PE and NPE skeletal muscle. Mean $\pm$ s.d.; Welch (unpaired) *t*-test; $n=12$ (PE) and $n=14$ (NPE) biologically independent samples. **g**, *Col4a1* mRNA expression in normal PE and NPE skeletal muscle. Mean $\pm$ s.d.; Welch (unpaired) *t*-test; $n=11$ (PE) and $n=12$ (NPE) biologically independent samples.

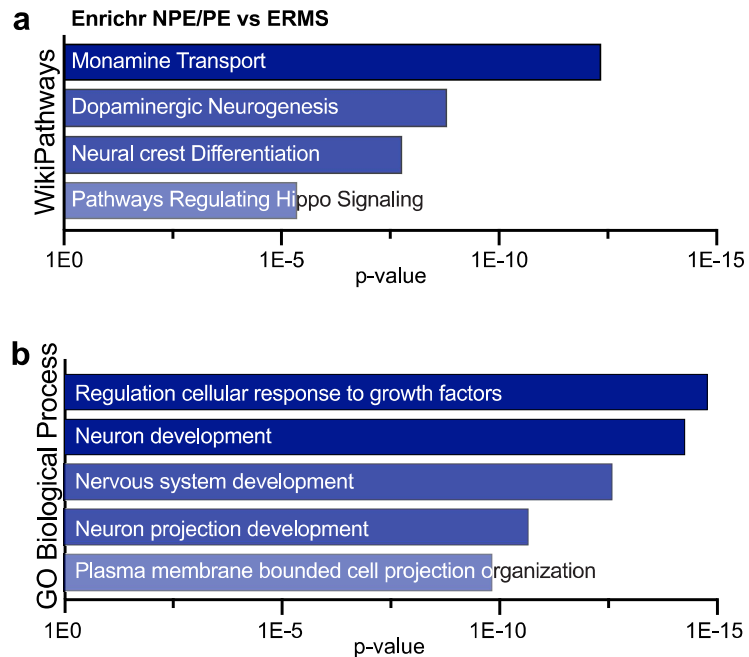

Supplementary Figure 4: Enrichr analysis of PE and NPE gene expression common to human ERMS. **a**, Murine and human ERMS correlative gene expression enriched in pathways according to the WikiPathways 2021 library; $P \leq 0.05$. **b**, Murine and human ERMS correlative gene expression enriched in pathways defined by the GO Biological Process 2018; $P \leq 0.05$.

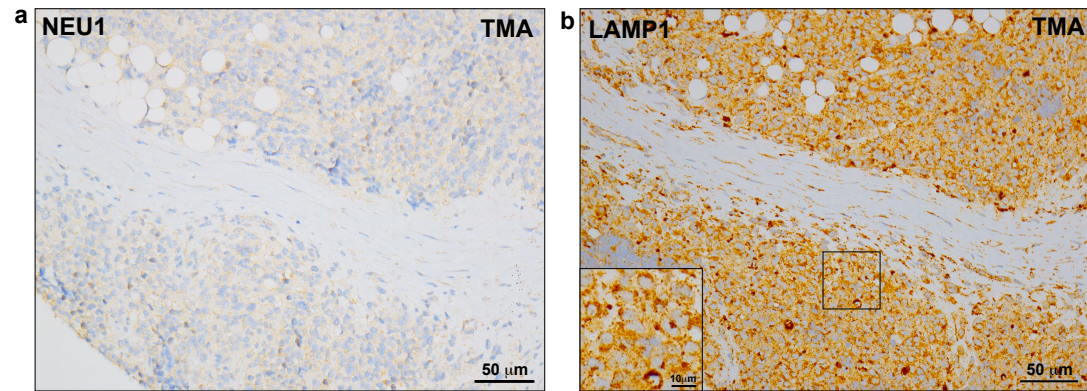

Supplementary Figure 5: Inverse correlation between low NEU1 and high LAMP1 expression in human RMS. a, Low NEU1 and **b**, high LAMP1 immunostaining on a core of RMS TMAs ($n=41$ biologically independent samples). A higher magnification micrograph of the same core shown in Fig. 3. Scale bar: 50 μm , inset scale bar: 10 μm .

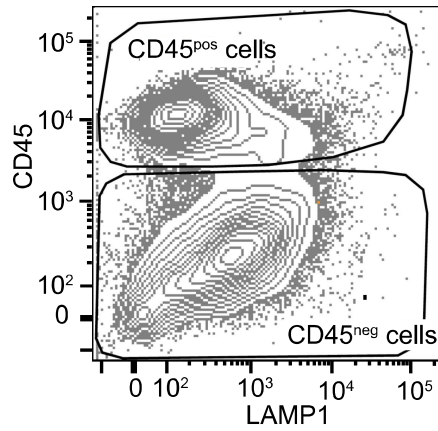

Supplementary Figure 6: Presence of CD45^{pos} and CD45^{neg} cells in murine RMS. Example of gating used to separate CD45^{pos} from CD45^{neg} cells in mouse RMS prior to multiplex flow cytometry analysis.

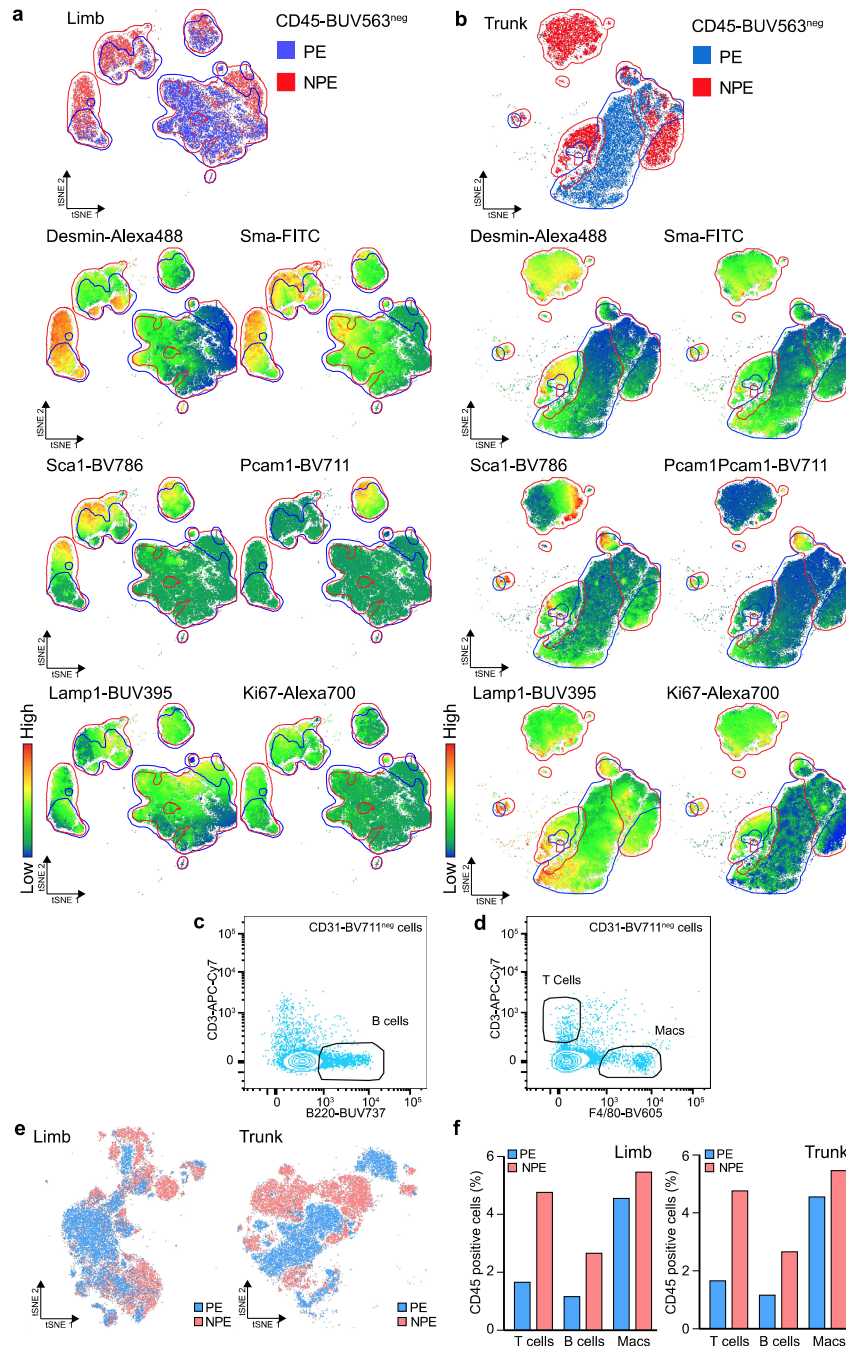

Supplementary Figure 7: Cellular markers that define different populations in NPE and PE RMS. **a** and **b**, tSNE graphs of CD45^{neg} cells from PE and NPE from the limb (**a**) and trunk (**b**). Intensity and distribution of each individual marker used are shown throughout the tSNEs. **c**, Example of gating used to separate CD45^{pos} from CD45^{neg} cells in mouse RMS prior to the flow cytometry analysis of CD45^{neg} cells. **d**, Example of gating used to identify T cells and B cells. **e**, tSNE graphs showing the distribution of CD45^{pos} cells from limb and trunk RMS from PE and NPE mice. **f**, Percentage of T cells, B cells and macrophages present in limb and trunk RMS from PE and NPE mice.

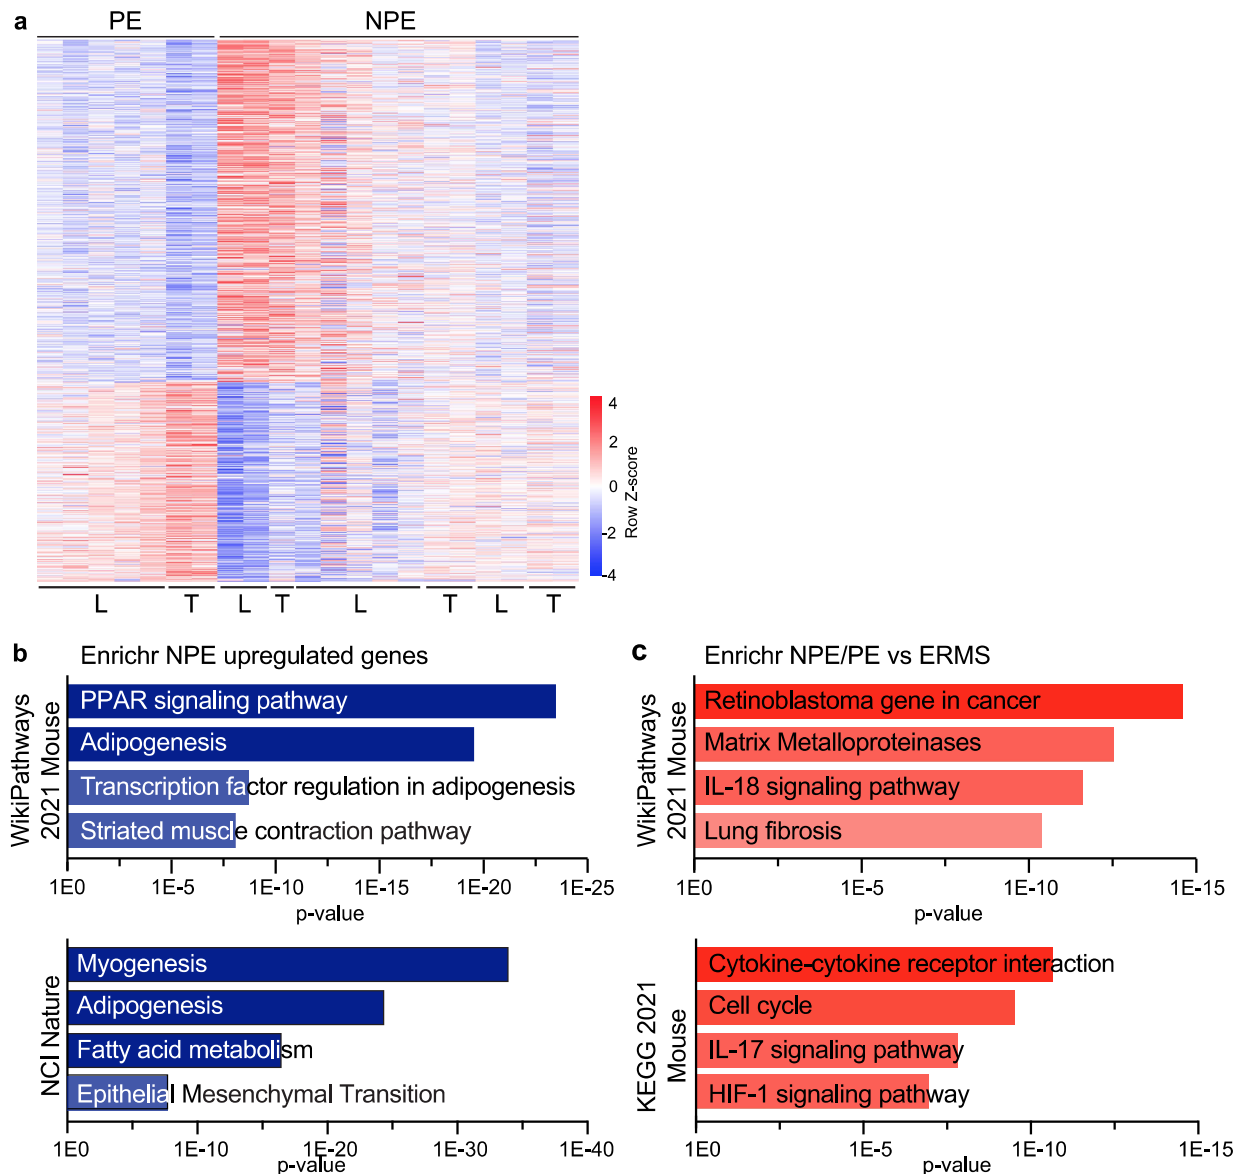

Supplementary Figure 8: Analysis of the genetic landscape of NPE versus PE RMS. **a**, Heat map of murine microarray data comparing overall mRNA expression between PE ($n=7$ biologically independent tumors) and NPE ($n=14$ biologically independent tumors) RMS samples. A total of 778 genes are shown with $\log_2FC \leq -0.5$ and ≥ 0.5 ; $P \leq 0.5$. L: limb RMS; T: trunk RMS. **b**, Analysis by Enrichr of genes upregulated in NPE compared with PE RMS. Pathways within the Wiki Pathways 2021 and GO Biological Process 2018 libraries are shown in which NPE upregulated genes were enriched; $P < 0.05$. **c**, Analysis by Enrichr of genes downregulated in NPE compared with PE RMS. Pathways within the Wiki Pathways 2021 and GO KEGG 2018 libraries are shown in which NPE downregulated genes were enriched; $P < 0.05$.

a Adipogenesis

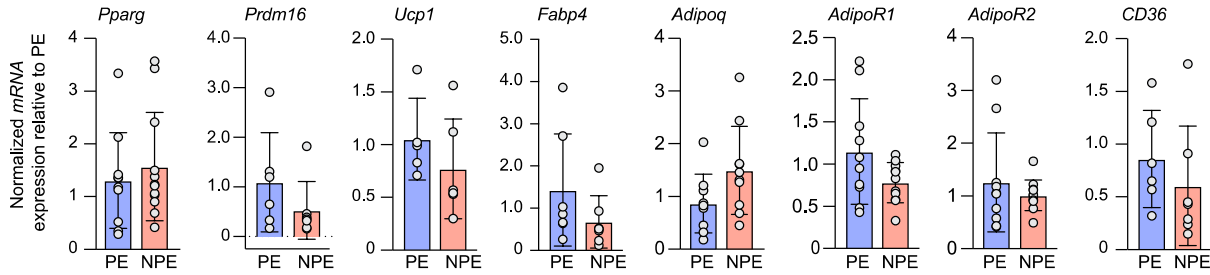

b Myogenesis

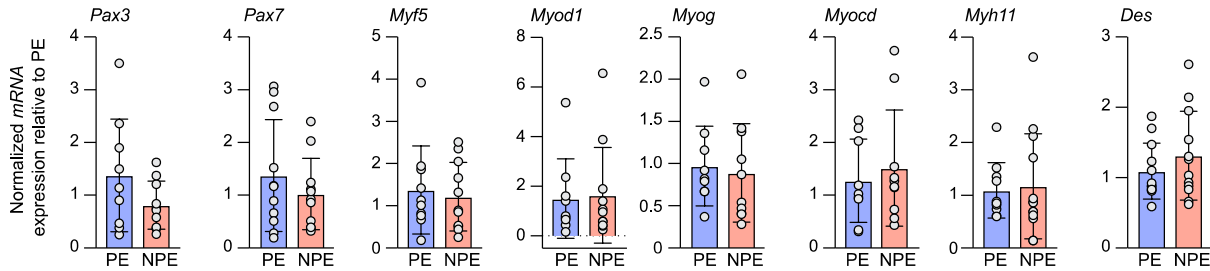

c Tumor aggressiveness

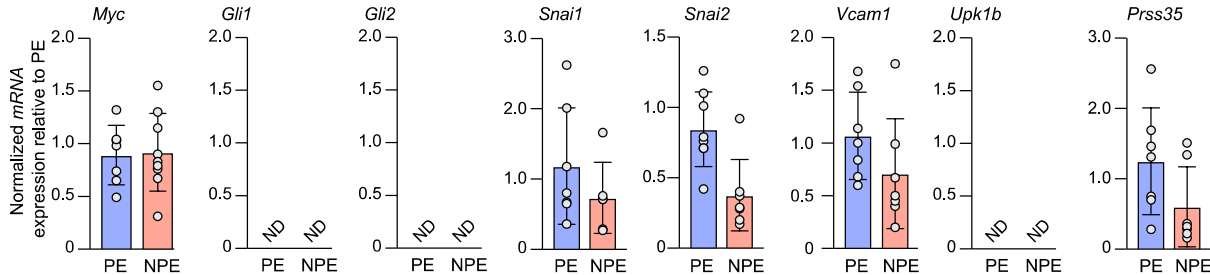

Supplementary Figure 9: Gene expression in normal PE and NPE skeletal muscle. a–c, qRT-PCR analysis of normal PE and NPE skeletal muscle for genes involved in adipogenesis (a); *Pparg* (PE: $n=10$; NPE: $n=12$), *Prdm16* and *CD36* (PE: $n=6$; NPE: $n=7$), *Ucp1* (PE: $n=5$; NPE: $n=6$), *Fabp4* (PE: $n=7$; NPE: $n=7$), *Adipoq* (PE: $n=9$; NPE: $n=10$), *AdipoR1* and *AdipoR2* (PE: $n=10$; NPE: $n=11$), myogenesis (b); *Pax3*, *Myog* and *Myocd* (PE: $n=9$; NPE: $n=10$), *Pax7* (PE: $n=11$; NPE: $n=11$), *Myf5* (PE: $n=10$; NPE: $n=11$), *Myod1* (PE: $n=9$; NPE: $n=11$), *Myh11* (PE: $n=10$; NPE: $n=13$), *Des* ($n=12$), and tumor aggressiveness (c); *Myc* (PE: $n=7$; NPE: $n=9$), *Snai1* (PE: $n=7$; NPE: $n=6$), *Snai2* (PE: $n=8$; NPE: $n=7$), *Vcam1* and *Prss35* ($n=7$), *Gli1*, *Gli2* and *Upk1b*: ND, not detectable. qRT-PCR results are from normalized mRNA expression relative to normal PE muscle. Mean $\pm$ s.d.; Welch (unpaired) t -test; all biologically independent samples.

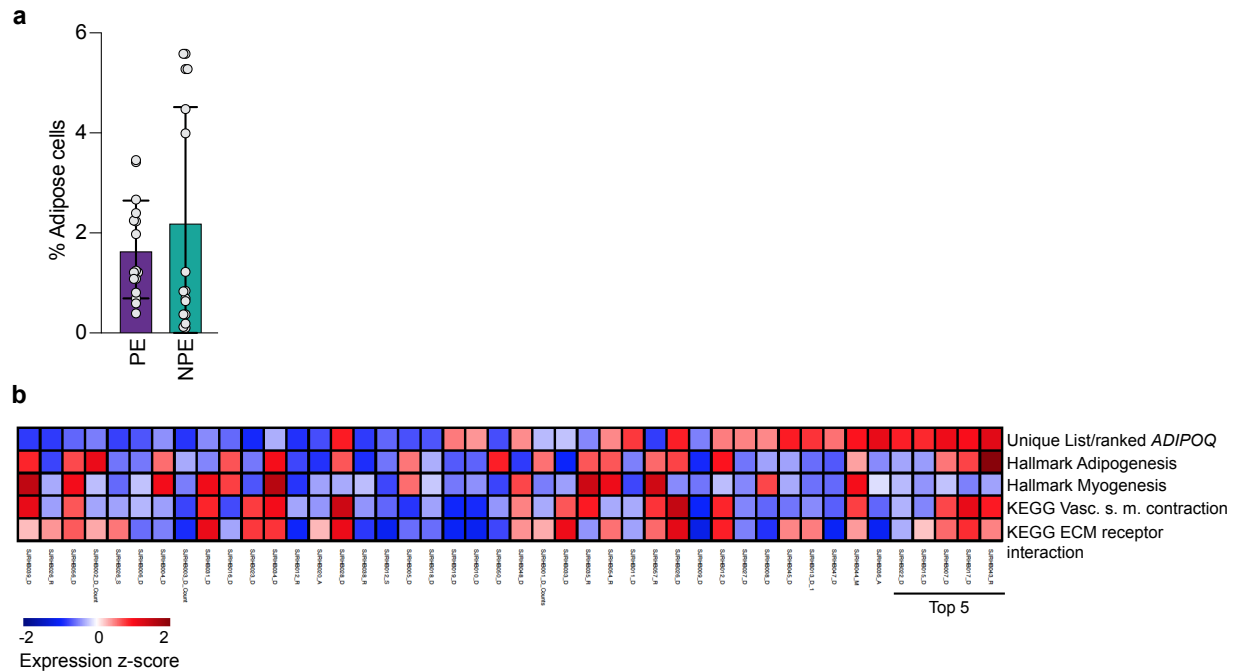

Supplementary Figure 10: GSEA comparison between RMS patients using Hallmark and KEGG pathways. **a**, Quantification of adipose cell numbers in PE and NPE tumors. Mean $\pm$ s.d.; Welch (unpaired) *t*-test. *n*=16 biologically independent samples. **b**, Heat map of *ADIPOQ* expression (unique list) compared with Hallmark Adipogenesis, Hallmark Myogenesis, KEGG Vascular smooth muscle contraction and KEGG ECM receptor interaction. Heat map is ranked by *ADIPOQ* values.

Supplementary Table 1: List of qRT-PCR primers.

Gene	Company	Catalog number	Unique ID	Forward	Reverse
<i>Adipoq</i>	d'Azzo's lab.			GTCAGTGGATCTGACGACACCAA	ATGCCTGCCATCCAACCTG
<i>AdipoR1</i>	d'Azzo's lab.			TCATCTACCTCTCCATCGTCTGTGT	CAAGCCAAGTCCCAGGAACA
<i>AdipoR2</i>	d'Azzo's lab.			TTTGCCACCCCTCAGTATCG	TGACATATTGCAAGGTAGGGATGAT
<i>Des</i>	d'Azzo's lab.			GTGGATGCAGCCACTCTAGC	TTAGCCGCGATGGTCTCATAC
<i>ETV7</i>	d'Azzo's lab.			GTTCTTGTGATTTCCCCAGAGTC	CTGCTGTGGGATTACGTGTATC
<i>Fabp4</i>	d'Azzo's lab.			ATCAGCGTAAATGGGGATTGG	GTCTGCGGTGATTTTCATCGAA
<i>Myc</i>	d'Azzo's lab.			ATGCCCTCAACGTGAACCTC	GTCGCAGATGAAATAGGGCTG
<i>Myf5</i>	d'Azzo's lab.			GACAGGGCTGTACATTCAGG	TGAGGGAACAGGTGGAGAAC
<i>Myocd</i>	d'Azzo's lab.			ACACTCCTGGGGTCTGAACA	GCGGTATTAAGCCTTGTTAGC
<i>Myod1</i>	d'Azzo's lab.			CGGGACATAGACTTGACAGGC	TCGAAACACGGGTCATCATAGA
<i>Myog</i>	d'Azzo's lab.			CGATCTCCGCTACAGAGGC	GTTGGGACCGAACTCCAGT
<i>Pax3</i>	d'Azzo's lab.			CATCCGACCTGGTGCCATC	ATTTCCAGCATAACATGCCCC
<i>Pax7</i>	d'Azzo's lab.			GTCGGGTTCTGATTCCACAT	GCGAGAAGAAAGCCAAACAC
<i>Ppary</i>	d'Azzo's lab.			CTCCAAGAATACCAAAGTGCGA	GCCTGATGCTTTATCCCCACA
<i>Prss35</i>	d'Azzo's lab.			CCCTCTCTGATGGGTCGGAAA	TTCTTGACATTTCATGCCACA
<i>Snai1</i>	d'Azzo's lab.			CACACGCTGCCTTGTGTCT	GGTCAGCAAAAGCACGGTT
<i>Snai2</i>	d'Azzo's lab.			TGGTCAAGAAACATTTCAACGCC	GGTGAGGATCTCTGGTTTTGGTA
<i>Upk1b</i>	d'Azzo's lab.			CACTGTTCTGTTGCTTCCAGG	GCTTCGAGAAGTGGGTAAAGACT
<i>Vcam1</i>	d'Azzo's lab.			AGTTGGGGATTTCGGTTGTTC	CATTCTTACCACCCCATTG
<i>Col1a2</i>	QIAGEN	PPM04448F			
<i>Col4a1</i>	QIAGEN	PPM05145A			
<i>Gli1</i>	Biorad	10025636	qMmuCID0026119		
<i>Gli2</i>	Biorad	10041595	qMmuCID0005725		
<i>Myh11</i>	QIAGEN	PPM04496A			
<i>Neu1</i>	BioRad	10025636	qMmuCID0020645		
<i>Prdm16</i>	Biorad	1004195	qMmuCID0010482		
<i>Ucp1</i>	Biorad	10041595	qMmuCID0005832		

Supplementary Table 2: List of antibodies.

**Antibody**	**Vendor**	**Cat#**	**Usage**	**Dilution**
mTOR (L27D4)	Cell Signaling Technologies	4517S	WB	1:2000
mTOR (N-19)	Santa Cruz	sc1549	IP	1:2000
(p-)4EBP1Thr37/46 (236B4)	Cell Signaling Technologies	2855	WB	1:2000
ETV7 (7E4)	Dr. Grosveld's lab.		IP	1:2000
ETV7	Sigma	HPA 029033	WB	1:2000
PP2Ac (1D6)	Upstate biotechnology	05-421	WB	1:2000
MyoD (G-1)	Santa Cruz Biotechnology	sc-377460	IHC	1:300
Myogenin (F5D)	Cell Marque	296M-14	IHC	1:100
Desmin (Y66)	Abcam	ab32362	IHC	1:1000
Adiponectin (EPR17019)	Abcam	ab181281	IHC	1:4000
Adiponectin	Abcam	ab216502	IHC	1:150
NEU1	Dr. d'Azzo's lab.		IHC	1:50
LAMP1 (C54H11)	Cell Signaling Technologies	3243	IHC	1:1000
CD107a (LAMP1)-BUV395 (1D4B)	BD Bioscience	565533	Fcyt	1:20
CD45-BUV563 (30-F11)	BD Bioscience	565710	Fcyt	1:100
B220-BUV737 (RA3-6B2)	BD Bioscience	564449	Fcyt	1:50
CD44-BV421 (IM7)	BD Bioscience	563970	Fcyt	1:50
F4/80-BV605 (T45-2342)	BD Bioscience	743281	Fcyt	1:20
CD31 (PCAM1)-BV711 (MEC13.3)	BD Bioscience	740680	Fcyt	1:50
Sca1-BV786 (D7)	BD Bioscience	563991	Fcyt	1:50
CD326(EpCAM)-PE-Cy7 (G8.8)	eBioscience	25-5791-80	Fcyt	1:50
Lyve1-e660 (ALY7)	eBioscience	50-0443-80	Fcyt	1:50
CD3-APC-Cy7 (145-2C11)	BD Bioscience	557596	Fcyt	1:40
Desmin-Alexa488 (Y66)	Abcam	ab185033	Fcyt	1:40
SMA-FITC	Sigma-Aldrich	F3777	Fcyt	1:70
Ki67-Alexa700	Biolegend	652420	Fcyt	1:50
FSP1-S100A4-PerCP-Cy5.5	Biolegend	370009	Fcyt	1:20

WB: Western Blot; IP: immunoprecipitation; IHC: immunohistochemistry; Fcyt: flow cytometry

# Supplementary material for: Haploinsufficiency of the lysosomal sialidase NEU1 results in a model of pleomorphic rhabdomyosarcoma in mice
**Source:** Commun Biol. 2022 Sep 20;5:992. doi: 10.1038/s42003-022-03968-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: The source data behind the graphs in the paper.

File name: Supplementary Data 2

Description: Enrichr analysis of genes expressed in NPE and PE tumors that correlate with those expressed in ERMS ($P \leq 0.05$).

File name: Supplementary Data 3

Description: Up- and downregulated genes in NPE vs PE RMS ($\log_2FC \leq -0.5$ and ≥ 0.5) $P \leq 0.5$.

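The thresholds of this table concern the difference of the mean log2 signals of 14 NPE and 7 PE tumors and a p-value that is not adjusted for multiple tests. Its largest p-value is 0.459. For each of the 778 entries, the sign of the log2 fold change computed from the arrays was the direction listed there.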

File name: Supplementary Data 4

Description: Enrichr analysis of genes upregulated in NPE RMS versus those in PE RMS ($P < 0.05$).

File name: Supplementary Data 5

Description: Enrichr analysis of genes downregulated in NPE RMS versus those in PE RMS ($P < 0.05$).

File name: Supplementary Data 6

Description: GSEA of top ranked differentially expressed genes in NPE versus PE RMS.

File name: Supplementary Data 7

Description: Comparison of gene expression profiles in RMS patients with gene expression of MSigDB pathways. Results are ranked by ADIPOQ expression.

# Supplementary material for: Haploinsufficiency of the lysosomal sialidase NEU1 results in a model of pleomorphic rhabdomyosarcoma in mice
**Source:** Commun Biol. 2022 Sep 20;5:992. doi: 10.1038/s42003-022-03968-8
**Supplement:** Supplementary file 11 — Reporting Summary

Last updated by author(s): Aug 31, 2022

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

For this study no custom code was used to collect data.
Trichrome Masson's and H&E stained slides were scanned with Aperio Scanscope XT (Leica Biosystems, Inc)
IHC stained slides from RMS TMAs were scanned with the Panoramic 250 Flash III (3DHitech, Inc.).
Microarray cRNA was hybridized to Clariom S Mouse GeneChip (Affymetrix Inc) and signals summarized by RMA (Affymetrix Expression Console v1.1).
Patient's RMS gene expression data was obtained from the Pediatric Cancer Genome Project (PCGP) RNAseq and from public RMS data (PeCan; <https://pecan.stjude.cloud/home>). Additional gene sets for transcriptional analysis were identified using Enrichr.

Data analysis

For this study no custom code was used to analyze the data.
Aperio color deconvolution and colocalization algorithms and ImageScope software v12.4.3 (Leica Biosystems, Inc.) were used in Trichrome Masson's stained slides.
Nuclear morphometry was analyzed on H&E slides using the ImageScope software v12.4.3 (Leica Biosystems Inc). The Genie tissue classifier software was trained to identify and quantify tumor nuclei.
IHC slides were analyzed with HALO v3.2.1851.354 software (Indica Labs) and Membrane v1.7 algorithm and spacial Analysis Module HALO 3.2 was also used.
Microarray probe signals were transformed into log2 with the Robust Multiarray Average algorithm (Partek Genomics Suite 6.6).
DAVID bioinformatics databases (<http://david.abcc.ncifcrf.gov/>) was used for functional enrichment analysis of gene lists.
Voom-lima in R (version 4.2) was used to analyze adipogenic gene expression and microarray.
Enrichr (<https://maayanlab.cloud/Enrichr/>) was used to analyze genetic pathways.
Self-organizing maps and tSNEs for flow cytometry data were analyzed with FLOW SOM. FlowJo and FACS Diva software suites were also used.

Correlations were calculated with Pearson's correlation of deciles of the mean log2 FPKM (for RNA seq) and RMA values for the microarray's expression by class. GSEA (version 3.0) (<https://www.gsea-msigdb.org/gsea/index.jsp>) was performed using the curated pathways from MSigDB.

Differentially expressed transcripts were identified by ANOVA and the FDR was estimated.

RT-qPCR data was normalized to 18S ribosomal RNA and plotted in Prism 9.

All detailed software and usage is described in Material and Methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

DATA AVAILABILITY

The data that support the findings of this study is available from the corresponding authors on reasonable request. Uncropped and unedited blot images are provided in Supplementary Figure 2. Microarray data in this publication are deposited in NCBI's functional genomic data repository Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE212378. Previously published datasets used in this study were deposited in the European Bioinformatics Institute (EMBL-EBI) and accessible through accession number EGAS00001000256. Source data underlying Figs. 1b, d, l, j, 2d-g, 3d, g, h, 6c-e, 7c-l and Supplementary Fig. 1a, 3a, b, d, e, 9a-c, 10a are provided within this paper (Supplementary Data 1). Patient's RMS gene expression data can be accessed through St Jude open resource page (PeCan <https://pecan.stjude.cloud/home>).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Samples sizes were chosen based on availability of material, taking into consideration $n > 6$ for the best statistical power.

Data exclusions

PCA and quality control metrics removed outliers from both PCGP RNAseq and murine microarray data.

Replication

We confirm that all attempts for replication were successful, when available. Four or more independent analyses were used when possible and indicated in the figure legend, unless unique tumor samples were used that could not be replicated. Two way-co IP with ETV7 in tumors samples was done twice due to limited sample amount.

Randomization

Randomization is not applicable to this study as this is to compare different genetic background mice.

Blinding

Pathologist was blinded to the data when analyzing histological slides.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

mTOR (L27D4), Cell Signaling Technologies, 4517S, WB
 mTOR (N-19), Santa Cruz, sc1549, IP
 (p-) 4EBP1Thr37/46 (236B4), Cell Signaling Technologies, 2855, WB
 ETV7 (7E4), Dr. Grosveld's lab., IP
 ETV7, Sigma, HPA 029033, WB
 PP2Ac (1D6), Upstate biotechnology, 05-421, WB
 MyoD (G-1), Santa Cruz Biotechnology, sc-377460, IHC
 Myogenin (F5D), Cell Marque, 296M-14, IHC
 Desmin (Y66), Abcam, ab32362, IHC
 Adiponectin (EPR17019), Abcam, ab181281, IHC
 Adiponectin, Abcam, ab216502, IHC
 NEU1, Dr. d'Azzo's lab., IHC
 LAMP1 (C54H11), Cell Signaling, 3243, IHC
 CD107a (LAMP1)-BUV395 (1D4B), BD Bioscience, 565533, Flow cytometry
 CD45-BUV563 (30-F11), BD Bioscience, 565710, Flow cytometry
 B220-BUV737 (RA3-6B2), BD Bioscience, 564449, Flow cytometry
 CD44-BV421 (IM7), BD Bioscience, 563970, Flow cytometry
 F4/80-BV605 (T45-2342), BD Bioscience, 743281, Flow cytometry
 CD31 (PCAM1)-BV711 (MEC13.3), BD Bioscience, 740680, Flow cytometry
 Sca1-BV786 (D7), BD Bioscience, 563991, Flow cytometry
 CD326(EpCAM)-PE-Cy7 (G8.8), eBioscience, 25-5791-80, Flow cytometry
 Lyve1-e660 (ALY7), eBioscience, 50-0443-80, Flow cytometry
 CD3-APC-Cy7 (145-2C11), BD Bioscience, 557596, Flow cytometry
 Desmin-Alexa488 (Y66), Abcam, ab185033, Flow cytometry
 SMA-FITC, Sigma-Aldrich, F3777, Flow cytometry
 Ki67-Alexa700, Biolegend, 652420, Flow cytometry
 FSP1-S100A4-PerCP-Cy5.5, Biolegend, 370009, Flow cytometry

Validation

mTOR (L27D4) https://www.cellsignal.com/products/primary-antibodies/mtor-l27d4-mouse-mab/4517?site-search-type=Products&N=4294956287&Ntt=4517s&fromPage=plp&_requestid=575956
 mTOR (N-19) <https://www.scbt.com/p/mtor-antibody-n-19?requestFrom=search>
 (p)4EBP1Thr37/47 (236B4) <https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855>
 ETV7 (7E4) in house antibody validated in previous studies (Harwood et al., 2018 Science Advances)
 ETV7 <https://www.sigmaaldrich.com/US/en/product/sigma/hpa029033>
 PP2Ac (1D6) <https://www.sigmaaldrich.com/US/en/product/mm/05421>
 MyoD (G1) <https://www.scbt.com/p/myod-antibody-g-1?requestFrom=search>
 Myogenin (F5D) https://www.cellmarque.com/antibodies/CM/119/Myogenin_F5D
 Desmin (Y66) <https://www.abcam.com/desmin-antibody-y66-cytoskeleton-marker-ab32362.html>
 Adiponectin (EPR17019) <https://www.abcam.com/adiponectin-antibody-epr17019-ab181281.html>
 Adiponectin <https://www.abcam.com/adiponectin-antibody-ab216502.html>
 NEU1 in house antibody validated in previous studies (Mosca et al., 2020 J. Clin. Med.)
 Lamp1 (C54H11) <https://www.cellsignal.com/products/primary-antibodies/lamp1-c54h11-rabbit-mab/3243>
 CD107a (LAMP1)-BUV395 (1D4B) <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd107a.565533>
 CD45-BUV563 (30-F11) <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv563-rat-anti-mouse-cd45.612924>
 B220-BUV737 (RA3-6B2) <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd45r-b220.612838>
 CD44-BV421 (IM7) <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd44.563970>

F4/80-BV605 (T45-2342) <https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-rat-anti-mouse-f4-80.743281>
 CD31 (PCAM1)-BV711 (MEC13.3) <https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv711-rat-anti-mouse-cd31.740680>
 Sca1-BV786 (D7) <https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-ly-6a-e.563991>
 CD326(EpCAM)-PE-Cy7 (G8.8) <https://www.thermofisher.com/antibody/product/CD326-EpCAM-Antibody-clone-G8-8-Monoclonal/25-5791-80>
 Lyve1-e660 (ALY7) <https://www.thermofisher.com/antibody/product/LYVE1-Antibody-clone-ALY7-Monoclonal/50-0443-80>
 CD3-APC-Cy7 (145-2C11) <https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-hamster-anti-mouse-cd3e.557596>
 Desmin-Alexa488 (Y66) <https://www.abcam.com/alexa-fluor-488-desmin-antibody-y66-cytoskeleton-marker-ab185033.html>
 SMA-FITC <https://www.sigmaldrich.com/US/en/product/sigma/f3777> (also tested by StJude Flow Cytometry Core)
 Ki67-Alexa700 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-ki-67-antibody-10366>
 FSP1-S100A4-PerCP-Cy5.5 <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-human-s100a4-antibody-13120>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Neu1+/- FVB/NJ69 mice were crossed with Ptch1+/-/ETV7TG/+/- (129sv/C57BL/6) mice. The mice used in this study were obtained over a timespan of 2 years.
Wild animals	This study did not involve wild animals.
Reporting on sex	Sex-based analysis was not considered, all animals that developed tumors were analyzed independently of gender. Genetic microarray analysis of genetic landscape based on sex did not find any statistical difference between male and female mice.
Field-collected samples	This study did not involve samples collected from the field.
Ethics oversight	All procedures were performed following NIH guidelines and animal protocols approved by the St Jude Children's Research Hospital Institutional Animal Care and Use Committee (IACUC). The Institutional Review board (IRB) approved the use of all human tumor samples/slides.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	NPE and PE tumors were dissociated using the Mouse Dissociation kit and Gentle MACS Octo Dissociator, following the manufacturer's instructions (MACS, Miltenyi Biotec). Large aggregates persisting in the cell preparation were then removed by filtering them through 70 µm cell strainers. The resulting single-cell suspensions were stained with fluorochrome-conjugated monoclonal antibodies before analyses.
Instrument	BD FACSymphony A9 analyzer (BD, San Jose) equipped with 355nm, 400nm, 440nm, 488nm, 561nm, and 640nm lasers for excitation and an array of 30 detectors with the appropriate light filters for resolving the specified fluorochromes.
Software	Self-organizing maps for visualizing and interpreting cytometry data, FlowSOM, was used on 60 000 cells from limb and trunk NPE and PE RMS to generate density, heat-maps and tSNE graphs. Additional two-dimensional analyses were conducted using both FlowJo and FACS Diva software suites.
Cell population abundance	Cellular clusters were identified and annotated based on the differential expression of markers.
Gating strategy	Cells from dissociated PE and NPE tumors.<br>Non-hematopoietic cells:<br>1. SSC and FSC<br>2. CD45-BUV563neg and CD3-APC-Cy7neg

- 3. CD107-BUV396pos
- 3.1 Epithelial cells: CD326-PE-Cy7pos and CD31-BV711neg
- 3.2 Endothelial cells: CD326-PE-Cy7neg and CD31-BV711pos
- 3.3 Lymphatics: Lyve1-e660pos and CD31-BV711neg
- 3.4 Blood vessels: Lyve1-e660neg and CD31-BV711pos
- 3.5 Stem cells: Sca1-BV786pos and Ki67-Alexa700neg
- 3.6 Stem cells (proliferation): Sca1-BV786pos and Ki67-Alexa700pos
- 3.7 Proliferating: Sca1-BV786neg and Ki67-Alexa700pos

Hematopoietic cells:

- 1. SSC and FSC
- 2. CD45-BUV563pos and CD3-APC-Cy7pos
- 3. CD107-BUV396pos
- 3.1 B-cells: B220-BUV737pos and F4/80-BV605neg
- 3.2 T-cells: CD3-APC-Cy7pos and F4/80-BV605neg
- 3.3 Macs: CD3-APC-Cy7neg and F4/80-BV605pos

Tumor/stromal cells:

- 1. SSC and FSC
- 2. CD45-BUV563pos
- 2.1 CD31-BV711pos and CD107-BUV396pos
- 2.2 Sca1-BV786pos and CD107-BUV396pos
- 2.3 SMA-Alexa488pos and CD107-BUV396pos
- 2.4 FSP1-PerCP-Cy5.5pos and CD107-BUV396pos
- 2.5 Desmin-PEpos and CD107-BUV396pos
- 2.6 CD326-PE-Cy7pos and CD107-BUV396pos
- 2.7 Lyve1-e660pos and CD107-BUV396pos
- 2.8 Ki67-Alexa700pos and CD107-BUV396pos

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

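Tumor RNA of 14 NPE and 7 PE tumors was measured on Clariom S Mouse arrays, 1 array per tumor. The deposited values are log2 signals that the authors made from the scanned arrays by RMA, that is background correction, quantile normalization across arrays and a median polish over the probes of each probe set. The labels name Affymetrix Expression Console 1.1 for this step, and the methods name RMA for that program and for Partek Genomics Suite. The labels and the methods also name different labeling kits. The scanned images and probe signals were not used here, so background correction and normalization could not be varied from the start. The deposited values were taken as they are for the comparisons below. No gene was centred, and the direction is always NPE minus PE.

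The value table holds 28846 probe sets. Left out of the tests were 94 spike and background controls and 6546 probe sets with names that begin with MG-, which leaves 22206. Gene names came from GEO's annotation of the array, which can be old. It gives 1 symbol for 19572 of the tested probe sets, several for 0 and none for 2634. Another 58 were named by Supplementary Data 3 and used for counts, single genes and the Y-linked list. Where a gene had several probe sets (55 genes), the one with the highest mean over all 21 tumors was used, which left 19505 genes. Which genes lie within 10 Mb of Neu1 was taken from the RefSeq annotation of GRCm38.p6, and no coordinates are given because the paper's text names no build for the array. Xist, Pdgfra and Etv7 were not analyzed here.

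The median log2 signal over the tested probe sets was 5.39, 5.40, 5.39, 5.41, 5.37, 5.40, 5.36, 5.39, 5.36, 5.34, 5.32, 5.34, 5.38 and 5.36 in NPE tumors 1 to 14. It was 5.36, 5.33, 5.37, 5.36, 5.36, 5.36 and 5.36 in PE tumors 1 to 7. The background probes had medians of 2.64 to 3.18 in NPE and 2.66 to 2.90 in PE tumors, and 83.1% to 90.2% of probe sets in NPE and 86.4% to 88.6% in PE tumors were above the median of their array's background probes. The first principal component held 23.0% and the next 19.6% of the variance. The number of arrays limits the precision of each value.

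Groups came from the tumor labels. NPE and PE tumors were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, 2-sided, without covariates, since the methods name limma and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all 22206 probe sets at a threshold of 0.05. Counts at the paper's thresholds used a log2 fold change of 0.5 and an unadjusted p of 0.5. Single values were also tested with an exact permutation test over all 116280 splits of the tumors. Signal-to-noise ratios used a standard deviation of at least 0.2 of the mean. Deciles were those of the group means among all genes. The plain test of the methods was run as an alternative on the same values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

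The 25 gene lists, written by hand, hold adipocyte, fatty acid synthesis, fatty acid oxidation, brown and beige adipocyte, mature skeletal muscle fibre, myogenic regulator and embryonic muscle, smooth muscle, endothelial, macrophage, T and B cell, neutrophil, MHC class II, keratinocyte, Schwann cell and nerve, collagen and matrix, matrix metalloproteinase, cell cycle, glycolysis and HIF-1 target, cytokine and chemokine, hedgehog pathway, EMT and invasion, lysosome and exocytosis, imprinted, Y-linked and interferon-stimulated genes. Each was tested with camera at a correlation of 0.01 between genes, with camera at a correlation estimated from the data and with fry, and adjusted over the lists.

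The genes named in the text follow a rule fixed before the data were examined, though values in the paper's Supplementary Data 3 and 6 had been seen. They are the genes that the paper names for these tumors, the 10 genes of largest fold change in each direction past the threshold, filled up to 15 by the smallest p among genes with a log2 fold change of at least 0.5 where fewer than 10 pass, up to 4 members of each list with the smallest p, and the Y-linked genes. Fbn2, the other class II genes, the most abundant members of some lists and genes called only under an alternative were named after their values had been seen.

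The main alternatives, also fixed before the data were examined, changed the test, the variance model, the weights of the arrays, the probe sets tested, the normalization between arrays, the choice of probe set, the tumors left out, the correlation in the list tests, the window around Neu1, and the covariates or blocks, among them the range of the last number in the tumor titles and the mean of the Y-linked genes. Another 3 alternatives were added later. They tested the MG- probe sets too, averaged 3 pairs of tumors that resemble each other, and left out NPE tumors 1 and 2. The differences were also compared with those of 100 splits of the tumors into groups of 14 and 7, the real one included, drawn with a fixed seed. The site of each tumor and its mouse of origin are not in the labels and were not used. The human data of Fig. 2h were not used here.

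The comparison was tested on simulated data, made from the real means and spreads of 22206 probe sets with 50 probe sets changed at each size. It recovered 60% of those changed by 0.5, 92% of those changed by 1, 98% of those changed by 2 and 100% of those changed by 3 on the log2 scale, with 11 false calls. Of 200 random lists without a change, 9 had a camera p under 0.05. The simulation assumes independent tumors and independent genes. Its changed probe sets were drawn at random, so the shares recovered are averages over probe sets of all spreads. Many more probe sets were changed than the 2 that passed in the real comparison, which eases the adjusted threshold. The shares therefore do not hold for genes with a large spread, such as Adipoq (1.99, standard error 0.91), which did not pass.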

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

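The tests of the tumors with consecutive title numbers, and the choice of lists outside those the paper discusses, were made only after the results were seen.

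In groups of 7 PE tumors, a tumor stood apart when its gap to the nearest other tumor was larger, relative to the range of the group, than Dixon's critical value for 7 samples. Of 115 sets of values tested, 7 had such a tumor, and chance gives about 1 in 20. For Upk1b the gap was 0.638 of the range, with PE tumor 5 the lowest at a log2 signal of 4.22 and the others between 5.16 and 5.69. For Thrsp it was 0.665, with PE tumor 5 the highest at 6.52 and the others between 3.92 and 4.79. For Car6 it was 0.5682, with PE tumor 6 the highest at 5.25 and the others between 3.78 and 4.41. For Sgsh it was 0.575, with PE tumor 7 the lowest at 5.63 and the others between 6.04 and 6.35. The mean of the fatty acid synthesis genes gave 0.608, with PE tumor 5 the highest, and the mean of the macrophage genes gave 0.739, with PE tumor 2 the lowest. The mean of the Y-linked genes gave 0.880, with PE tumor 5 the lowest. Of these 7, 4 are of PE tumor 5. It is the only PE tumor with low Y-linked genes, which 7 NPE tumors also have, so that value need not mark a deviant array. Thrsp is also a member of the fatty acid synthesis list, so those results overlap.

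A difference appeared in genes that the paper's text does not discuss. Derl3 had a log2 fold change of -0.89 and was lower in 13 of 14 NPE tumors than in every PE tumor. Across all probe sets, 1 of 100 splits of the tumors, the real one, gave as many probe sets past the threshold, 2 against at most 1 in any other split. Of these 2, Derl3 no longer passed without PE tumor 2, 3, 4, 6 or 7, with the methods' t-test or with array weights. A count this small does not exclude chance firmly. The split counts do not test Derl3 alone. Of 24 imprinted genes 18 were lower, with a median log2 fold change of -0.34 (camera adjusted p = 1.24e-05, but 0.152 with an estimated correlation), and 7 were lower when adjusted over the list alone. Of the 24 genes, 11 are in the paper's Supplementary Data 3, which was read before the list was written. The list is therefore not independent of these tumors. For the imprinted genes 1 of 100 splits gave a camera p as small, 1.99e-06 in the real split and 5.31e-06 at the smallest elsewhere. This counts the list alone. The exact permutation test of the mean of these genes gave p = 0.00653, or 0.161 adjusted over the 25 lists, so chance is not excluded once all lists are counted. Their adjusted p was 0.0619 with the title number ranges as a block, and within numbers 18 to 23 their direction turned. Plagl1, Grb10, Kcnq1ot1 and Peg12 are among them. With the Y-linked genes as a covariate, the median of the imprinted genes was -0.27 and the adjusted p 5.83e-05 from camera at its preset correlation. Apart from chance, batch through the number ranges and sex through the Y-linked genes, no explanation was tested for them.

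The first pattern is H2-Eb1 and the genes near Neu1. H2-Eb1 was higher in 14 of 14 NPE tumors than in every PE tumor. Against more antigen-presenting cells as the source of the H2-Eb1 difference stands the median log2 fold change of the other 9 class II genes. It was 0.156 with a standard deviation of 0.29, far below 2.74, and the median of the macrophage genes was -0.07. These values do not count cells. By flow cytometry the paper found a higher percentage of macrophages, T cells and B cells in NPE tumors. On the arrays 9 of 10 T and B cell genes were higher (median 0.29). Signals of different probe sets do not rank genes by abundance, so each gene is set only against itself here and below. H2-Aa and H2-Ab1, the class II genes with the highest signals, had log2 signals of 9.63 and 9.06 in NPE against 9.65 and 8.58 in PE tumors. Alleles linked to the disrupted Neu1 gene, from the strain in which it was made, stay open. The paper crossed Neu1 mice of the FVB/NJ strain with Ptch1 and ETV7 mice of a 129sv/C57BL/6 background and does not raise linkage. H2-Eb1 and Neu1 both lie on chromosome 17 in the mouse annotation of GRCm38.p6. Within 10 Mb of Neu1, 12 of 435 genes (2.76%) had an unadjusted p under 0.01 from limma, against 371 of 19070 (1.95%) elsewhere. The ratio of these shares was 1.42 (odds ratio 1.43, 95% confidence interval 0.73 to 2.55, Fisher's exact test, p = 0.219). Among the 12 genes were H2-Eb1, H2-T23, Prrt1, Hsf2bp and Neu1 itself. All of these but Neu1 are also among the genes of smallest p named in the results, which a cutoff of 0.01 does not weigh. Of 100 splits, 6 gave as many genes under that cutoff near Neu1. The highest other count was 19, so chance is not excluded for the count. The ratio rested on single tumors and settings. With single tumors left out it ran from 1.09 without PE tumor 1 to 1.96 without PE tumor 6. Its p fell under 0.05 in 4 alternatives, with the number ranges as a block (1.84) and without NPE tumor 11 (1.81), PE tumor 3 (1.74) or PE tumor 4 (1.87), in none of which the ratio reached the 3 times set for linked alleles before the test. It was 0.635 within numbers 18 to 23 and 0.96 for a window of 20 Mb. A linked strain difference in H2-Eb1 alone, such as a probe that does not match 1 allele, may give the same pattern and cannot be told apart from an effect of Neu1 here, since the genotype at H2-Eb1 is not known. An effect of reduced Neu1 itself also stays open and was not tested.

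The second pattern is the adipocyte and muscle fibre genes in NPE tumors. For the adipocyte genes 4 of 100 splits gave a camera p as small, and 1 of the other splits reached 1.55e-20 against 3.47e-15 in the real one. This counts the list alone. The exact permutation test of their mean gave p = 0.0313, or 0.196 adjusted over the 25 lists, so chance is not excluded once all lists are counted. A split other than the real one can thus give a smaller camera p at its preset correlation, and why was not tested. Chance is not excluded for the muscle fibre genes, where 31 of 100 splits gave a camera p as small as 1.90e-05 and the smallest was 3.87e-23. No technical explanation was excluded. Normal fat in some of the tumor pieces needs the adipocyte genes to rise and fall together among NPE tumors. The median correlation of a member with the mean of the others was 0.931 (Spearman's rho 0.807, permutation p = 1e-05 for each, the smallest that 100000 shuffles can give, adjusted p = 1.5e-05), and 0.767 without NPE tumors 1 and 2. Fat cells formed by the tumor may give the same correlation, so this does not separate the explanations. Of the 22 adipocyte genes, 20 are in the paper's Supplementary Data 3, 2 are also in another list and 20 had a mean above the background in PE tumors. Fabp4 and Pnpla2, with the highest signals, had log2 signals of 9.41 and 8.84 in NPE against 8.15 and 8.08 in PE tumors. Normal muscle in some of the pieces needs adult fibre genes to move together and embryonic muscle genes not to follow. The 8 adult fibre genes had a median correlation of 0.838 (rho 0.866, permutation p = 1e-05 for each, adjusted p = 1.5e-05), and 4 embryonic muscle genes had a median correlation of 0.196 with their mean (rho -0.163, permutation p = 0.223 and 0.304, adjusted p = 0.268 and 0.304), or -0.308 without NPE tumors 1 and 3. The test went the way normal muscle needs, but all 32 fibre genes had a mean above the background in PE tumors too, and 13 of them are in Supplementary Data 3. Myl1 and Acta1, with the highest signals, had log2 signals of 12.32 and 11.81 in NPE against 12.38 and 11.76 in PE tumors. The paper states that it found no statistical difference by sex on the arrays. A different share of male and female mice nevertheless stays open, because the adipocyte median was 0.847 with the Y-linked genes as a covariate, which kept 80.5% of it (59.0% to 93.3% with single tumors left out, jackknife standard error 30.1%). Batches marked by the title numbers stay open for the adipocyte genes too. With the number ranges as a block the median was 0.856, which kept 81.4% of it (70.7% to 105%, jackknife standard error 43.5%), and it was 0.29 within numbers 18 to 23. These spreads were added after the shares had been seen. Sex and batch overlap with the group only in part. Numbers 18 to 23 and 28 to 35 hold both groups, 8 of 14 NPE tumors lie in a range without PE tumors, and 7 NPE and 6 PE tumors have high Y-linked genes. Both explanations stay open for the adipocyte genes. The standard errors of the kept shares are too large to exclude a clear fall of their median. The median of the muscle fibre genes was 0.33, and 0.18 to 0.50 with single tumors left out. It rose to 0.90 with the number ranges as a block and was 0.86 within numbers 28 to 35. Both settings leave out the 8 NPE tumors in the range without PE tumors, among them NPE tumor 3, which had the lowest fibre mean. Other tumors are then compared, so these values cannot decide on batches, which stay open for the fibre genes too. With the Y-linked genes as a covariate the fibre median was 0.45, within the spread with single tumors left out, so sex stays open for them. The site of each tumor, limb or trunk, and an effect of reduced Neu1 stay open and were not tested.

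The third pattern is that some tumors with consecutive title numbers resemble each other. Of 15 such pairs, 13 were of 1 group, and 5 pairs were each other's nearest tumor, of 7 mutual nearest pairs in all. The others did not share this, and 6 of the 15 had a negative correlation, down to -0.35 for NPE tumors 12 and 4. Consecutive tumors of 1 group correlated at 0.16 on average and other pairs of 1 group at -0.04. Both tumors of a pair from 1 mouse would lie on the same side of the gap in the Y-linked genes, between log2 signals of 3.03 and 6.65, and 0 of the 5 pairs lay on both sides. The values are what tumors of 1 mouse would give, but the pattern and the test came from the same data, so this may hold only as a hypothesis. Arrays handled next to each other cannot be told apart from it. Consecutive tumors of different groups correlated higher by 0.197 than other pairs of different groups, and there are only 2 such pairs. If some tumors share a mouse, the p-values here are too small. With the 3 most correlated of these pairs averaged, H2-Eb1 stayed past the threshold and Derl3 did not.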

How the results depend on the processing

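Over 120 results, 4435 values were computed under the alternatives. Of these, 4166 kept their direction and their side of the threshold, or for a count stayed within 1.5 times. Another 63 kept the direction but lost the threshold, 55 passed it only there, 121 turned their direction and 30 were counts that moved by more than 1.5 times. Averaging 3 pairs of tumors, leaving out NPE tumors 1 and 2 together and testing the MG- probe sets too were chosen after seeing the data. The cause was not tested for any change below, except that fewer tumors or fewer degrees of freedom were used where tumors were left out or a block was added. Camera gave no value under the methods' t-test or Welch's test. Of 90 named genes, 59 kept their direction in every alternative that was run for them. H2-Eb1 passed the threshold in 36 of 37 alternatives, with log2 fold changes from 2.59 to 3.06, the exception being within title numbers 18 to 23. Derl3 passed in 23 of 37, from -1.03 to -0.64.

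With a correlation between genes estimated from the data, 15 lists lost the threshold. The adjusted p from camera was then 0.402 for the adipocyte, smooth muscle, T and B cell, MHC class II, cell cycle, and cytokine and chemokine genes, 0.412 for the fatty acid oxidation, endothelial, glycolysis and HIF-1 target, and Y-linked genes, 0.463 for the fatty acid synthesis genes, 0.474 for the myogenic regulator and embryonic muscle genes, 0.514 for the mature skeletal muscle fibre genes, 0.526 for the interferon-stimulated genes and 0.152 for the imprinted genes. With fry, which asks whether the genes of a list move 1 way without comparing them with other genes, the imprinted genes passed (0.0477) and 14 lists did not, at 0.226 for the adipocyte, MHC class II, and cytokine and chemokine genes, 0.252 for the smooth muscle and cell cycle genes, 0.278 for the T and B cell genes, 0.315 for the fatty acid oxidation, endothelial, glycolysis and HIF-1 target, and Y-linked genes, 0.401 for the fatty acid synthesis genes, 0.483 for the myogenic regulator and embryonic muscle genes, 0.527 for the interferon-stimulated genes and 0.564 for the mature skeletal muscle fibre genes.

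With the methods' t-test, 0 probe sets were lower past the threshold, and 1 was with Welch's test, Zswim4 at -0.28. At the study's fold change and an unadjusted p of at most 0.05 from limma, 290 genes were higher. With array weights, 0 probe sets were lower past the threshold and 138 genes were lower at the study's thresholds, Upk1b (0.15) and Pax3 (0.052) turned, and the interferon-stimulated genes had an adjusted p of 0.0511. The macrophage genes turned with arrays centred on their median (0.951), after cyclic loess (0.884) and with dim probe sets left out (0.887), where the Schwann cell and nerve genes turned too (0.695). Snai2 turned after cyclic loess (0.015). For a window of 20 Mb around Neu1 the ratio of shares was 0.96.

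With the Y-linked genes as a covariate, 0 probe sets were lower past the threshold. The lysosome and exocytosis genes (0.743), Col1a2 (-0.019), Vcam1 (-0.056), Prss35 (-0.037) and Cthrc1 (-0.13) turned. The collagen and matrix genes passed (0.0073), and the endothelial (0.0563), Y-linked (0.743) and interferon-stimulated genes (0.142) no longer did, the Y-linked genes by construction.

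With 3 pairs of like tumors averaged, 0 probe sets were lower past the threshold, and the macrophage genes (0.653), hedgehog pathway genes (0.840) and Gli2 (0.067) turned. With NPE tumors 1 and 2 both left out, 0 probe sets were lower past the threshold and 122 genes were lower at the study's thresholds. The macrophage genes (0.906), Schwann cell and nerve genes (0.923), collagen and matrix genes (0.666), Snai2 (0.068) and Pax3 (0.044) turned, the EMT and invasion genes passed (0.0366) and the interferon-stimulated genes did not (0.171).

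The replicate numbers 1 to 7 occur in both groups. Tumors with the same number did not deviate together, with correlations from -0.32 to 0.13 over 7 pairs, of which 2 were over 0.1, and in 0 of them was each tumor most like its own number, so the numbers do not pair the tumors. With the replicate numbers as a block, the 7 NPE tumors without a PE partner drop out of the comparison, 196 probe sets were higher and 47 lower past the threshold, and 1114 genes were higher and 664 lower at the study's thresholds. The macrophage genes (0.0336), hedgehog pathway genes (0.109) and Gli2 (0.24) turned, and the mature skeletal muscle fibre genes had an adjusted p of 0.062.

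With the title number ranges as a block, the 8 NPE tumors of numbers 1 to 10 drop out of the comparison, since no PE tumor shares their range. Then 5 probe sets were higher past the threshold (Bag3, Fhl1, Ppp1r13b, Lrrc3b and H2-Eb1) and 9 were lower. At the study's thresholds 845 genes were higher and 526 lower. The myogenic regulator and embryonic muscle genes (0.672), neutrophil genes (0.855), Schwann cell and nerve genes (0.221), collagen and matrix genes (0.804), Myod1 (0.016), Myf5 (0.49), Des (0.039), Acta2 (-0.22), Gli1 (-0.19), Vcam1 (-0.11), Upk1b (0.020), Prss35 (-0.17), Snai2 (0.11), Cthrc1 (-0.22) and Pax3 (0.44) turned. The brown and beige adipocyte genes passed (0.0463), as did the ratio of shares near Neu1 (1.84), whose Fisher's exact p fell under 0.05. The smooth muscle (0.104), glycolysis and HIF-1 target (0.523), cytokine and chemokine (0.0987), imprinted (0.0619) and interferon-stimulated genes (0.0758) no longer did.

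Within title numbers 18 to 23, where the lone NPE tumor is assumed to vary like the 5 PE tumors, 4 probe sets were higher past the threshold (Bglap, Bglap2, Smco1 and 1 without a name) and 0 were lower, and 646 genes were higher and 637 lower at the study's thresholds. The myogenic regulator and embryonic muscle (0.931), smooth muscle (0.0080), Schwann cell and nerve (0.602), EMT and invasion (0.486), lysosome and exocytosis (0.0767), imprinted (0.663) and interferon-stimulated genes (0.126) and the ratio of shares near Neu1 (0.635) turned. So did Myh11 (-0.75), Ebf2 (-0.021), Myog (0.070), Myocd (-0.39), Prdm16 (-0.030), Des (0.16), Adipor2 (-0.0099), Acta2 (-0.68), Gli1 (-0.070), Ptch1 (-0.47), Myc (0.080), Snai1 (0.12), Vcam1 (-0.020), Upk1b (0.32), Prss35 (-0.69), Calhm5 (-0.013), Speer4d (-0.11), Tbx1 (0.20), Fbln1 (-0.23), Tek (-0.12), Slc25a20 (-0.000385), Sfrp1 (-1.04), Kcnq1ot1 (0.15) and Sgsh (-0.039). The adjusted p fell under 0.05 for the brown and beige adipocyte (0.0161), collagen and matrix (0.0443) and matrix metalloproteinase genes (1.76e-05), but with 1 NPE tumor neither these lists nor the 4 probe sets can be assigned to the group rather than to that tumor, and the endothelial (0.532), T and B cell (0.375) and cytokine and chemokine genes (0.486) no longer did.

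Within title numbers 28 to 35, 149 probe sets were higher and 206 lower past the threshold, and 1522 genes were higher and 994 lower at the study's thresholds. The only PE tumors of this range, 6 and 7, resemble each other and may not be independent, so these counts may be too large. The myogenic regulator and embryonic muscle (0.403), neutrophil (0.627), keratinocyte (0.735), Schwann cell and nerve (0.173), collagen and matrix (0.211), matrix metalloproteinase (0.307) and glycolysis and HIF-1 target genes (0.211), Myod1 (0.040), Myf5 (0.94), Gli1 (-0.26), Vcam1 (-0.17), Snai2 (0.20), Cthrc1 (-0.42) and Pax3 (0.80) turned. The EMT and invasion genes passed (0.00919), and the cytokine and chemokine (0.146) and Y-linked genes (0.228) no longer did.

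Leaving out each tumor in turn gave 1 to 2 probe sets higher past the threshold, 2 without PE tumor 5, where Lrrc3b was added, and 0 to 1 lower, 0 without PE tumor 2, 3, 4, 6 or 7. The genes lower at the study's thresholds ran from 173 without NPE tumor 1 to 343 without PE tumor 1. Adjusted p-values from camera ran from 0.349 to 0.993 for the macrophage genes, 0.0455 without PE tumor 7 to 0.946 for the neutrophil genes, 0.390 to 0.974 for the Schwann cell and nerve genes, 0.0101 without PE tumor 3 to 0.999 for the collagen and matrix genes, 0.356 to 0.992 for the hedgehog pathway genes, 0.0432 without PE tumor 4 to 0.404 for the EMT and invasion genes, 0.202 to 0.970 for the lysosome and exocytosis genes, 0.000683 to 0.0533 without PE tumor 1 for the Y-linked genes, and 0.000181 to 0.102 without NPE tumor 2 for the interferon-stimulated genes, which also missed the threshold without PE tumor 6 (0.0874). Of these lists, the macrophage, neutrophil, Schwann cell and nerve, collagen and matrix, hedgehog pathway, and lysosome and exocytosis genes turned for at least 1 tumor. The ratio of shares near Neu1 ran from 1.09 to 1.96, and its p fell under 0.05 without NPE tumor 11 (1.81), PE tumor 3 (1.74) or PE tumor 4 (1.87). Among genes that turned, the log2 fold change ran from -0.18 to 0.10 for Gli2, -0.063 to 0.15 for Prss35, -0.10 to 0.044 for Snai2, -0.13 to 0.17 for Cthrc1 and -0.13 to 0.16 for Pax3.

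Signal over background limits the dimmest genes. The log2 signals of Prdm16 and Ucp1 are close to the median of the background probes, so a difference in them may be compressed, and with dim probe sets left out the Schwann cell and nerve genes gave 0.695.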

Differences from the paper's values

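For the 10 genes of the text that Supplementary Data 3 lists, no log2 fold change differed from the paper's in sign or by more than the larger s.d. of the 2 groups. Over all 778 entries the largest difference of a log2 fold change was 0.00411. Set beside the paper's counts of 491 higher and 287 lower genes, the counts at its stated thresholds were 468 and 260 for probe sets with a gene symbol, 501 and 285 with the names of Supplementary Data 3 added, and 507 and 287 for all probe sets.

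The paper states that most of the higher genes belong to pathways of lipid metabolism, myogenesis and EMT. Over the 491 genes, 199 (40.5%) were in any of the 71 terms of Supplementary Data 4 and 108 (22.0%) in the 27 terms named for lipids, muscle or EMT. The 27 terms were chosen after the values had been seen.

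The paper states from qRT-PCR, on tumors that are not matched to these arrays, that Myod1, Myog, Myc, Gli2, Snai1, Snai2, Upk1b and Col4a1 were higher in NPE tumors. On the arrays the log2 fold changes were -0.47 for Myod1, -0.71 for Myog, -0.22 for Myc, -0.08 for Gli2, -0.08 for Snai1, -0.02 for Snai2, -0.12 for Upk1b and -0.28 for Col4a1, with adjusted p-values from limma between 0.624 and 0.984. The direction was the paper's for Myod1 with the title number ranges as a block (0.02) and within numbers 28 to 35 (0.04), for Myog within numbers 18 to 23 (0.07), for Myc and Snai1 within numbers 18 to 23 (0.08 and 0.12), for Snai2 with that block (0.11), within numbers 28 to 35 (0.20) and after cyclic loess (0.02), for Upk1b with that block (0.02), with array weights (0.15) and within numbers 18 to 23 (0.32), and for Gli2 with the replicate numbers as a block (0.24). For Snai2 it was also the paper's without NPE tumors 1 and 2 (0.07), and for Gli2 with 3 pairs of tumors averaged (0.07), settings chosen after seeing the values, under each of which Derl3, listed as lower in Supplementary Data 3, no longer passed the adjusted p. Leaving out single tumors gave values up to 0.10 for Gli2 and up to 0.04 for Snai2. It also moved Upk1b to -0.02 without NPE tumor 3 and -0.29 without PE tumor 5, Snai1 to -0.02 without PE tumor 5 and Myc to -0.12 without PE tumor 6. For Col4a1 no setting run gave the paper's direction. The direction was the paper's for Col1a2 (0.15), Gli1 (0.24), Vcam1 (0.11), Prss35 (0.08), Pax3 (-0.03) and Des (-0.23), and for Pparg, Fabp4, Cd36, Adipoq, Prdm16, Ebf2, Ucp1, Acta2, Myh11 and Myocd, and none of them passed an adjusted p of 0.05 from limma. Several of these values rest on single tumors. Without NPE tumor 3, Vcam1 was at 0.02, Des at -0.14 and Prss35 at -0.06, and without PE tumor 6 Col1a2 was at 0.07. Gli1 was at 0.16 without NPE tumor 4, and Pax3 ran from -0.13 to 0.16. With the number ranges as a block, Acta2 (-0.22), Gli1 (-0.19), Vcam1 (-0.11), Prss35 (-0.17), Des (0.04) and Pax3 (0.44) turned. With the Y-linked genes as a covariate Col1a2 (-0.02), Vcam1 (-0.06) and Prss35 (-0.04) did.

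The paper states from qRT-PCR, on tumors that are not matched to these arrays, that the receptor Adipor1 was higher but Adipor2 was not. On the arrays Adipor2 had the larger log2 fold change, 0.21 against 0.09, and neither passed. Within numbers 18 to 23 Adipor1 was at 0.12 and Adipor2 at -0.01.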

Other observations

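The other lists were also tested with camera at its preset correlation. Some of them concern subjects that the paper treats with other assays, such as T and B cells, macrophages, collagen and proliferation. Of 28 cell cycle genes 28 were lower in NPE tumors (median log2 fold change -0.53, adjusted p = 1.18e-12, but 0.402 with an estimated correlation). NPE tumors 1 and 2 had the lowest means of the cell cycle genes, -1.35 and -1.24, and the highest means of the adipocyte genes, 3.00 and 2.81. Of 14 endothelial genes 13 were higher (median 0.26, adjusted p = 0.000218, 0.412 with the estimated correlation), of 10 T and B cell genes 9 (median 0.29, adjusted p = 0.000246, 0.402 estimated), and of 17 interferon-stimulated genes 15 (median 0.24, adjusted p = 0.00657, 0.526 estimated). The median of the interferon-stimulated genes was 0.12 without PE tumor 6 and -0.12 within numbers 18 to 23. The 3 Y-linked genes were all lower (median -1.74, adjusted p = 0.0197, 0.412 estimated). None of these lists passed with the estimated correlation. The lists that did not pass were macrophage genes (13 measured, median -0.07 but mean 0.01, adjusted p = 0.948), neutrophil genes (9, 0.17, 0.358), keratinocyte genes (10, 0.01 but mean -0.07, 0.396), Schwann cell and nerve genes (7, -0.00, with an upward camera direction, 0.672), collagen and matrix genes (22, -0.04, 0.190), hedgehog pathway genes (14, -0.03 but mean 0.03, 0.672) and lysosome and exocytosis genes (20, 0.04, 0.672).

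The camera p of each list past the threshold was set against 100 splits of the tumors. Chance was not excluded for fatty acid synthesis (25 splits as small, real 0.000534, smallest other 1.22e-13), fatty acid oxidation (18, 9.86e-05, 1.01e-13), myogenic regulator and embryonic muscle (30, 0.000156, 6.40e-10), smooth muscle (7, 9.25e-08, 7.10e-14), endothelial (12, 6.10e-05, 6.47e-11), T and B cell (14, 8.98e-05, 1.27e-09), MHC class II (11, 7.48e-05, 3.32e-07), cell cycle (6, 9.47e-14, 1.48e-25), glycolysis and HIF-1 target (15, 5.46e-06, 6.94e-17), cytokine and chemokine (6, 0.000765, 1.41e-07), Y-linked (16, 0.0118, 1.51e-12) and interferon-stimulated genes (42, 0.00368, 1.67e-13). At the paper's fold change and p thresholds 4 of 100 splits gave as many genes as the 728 of the real one, the highest other split gave 845, and the median of the others was 238. This is too near 5 of 100 to exclude chance firmly. For probe sets past the adjusted p, 98 of the other splits gave 0.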
